# Nutrigenomic analyses reveal miRNAs and mRNAs affected by feed restriction in the mammary gland of midlactation dairy cows

**DOI:** 10.1371/journal.pone.0248680

**Published:** 2021-04-15

**Authors:** Pierre-Alexis Billa, Yannick Faulconnier, Tao Ye, Céline Bourdon, José A. A. Pires, Christine Leroux

## Abstract

The objective of this study was to investigate the effects of feed restriction on mammary miRNAs and coding gene expression in midlactation cows. Five Holstein cows and 6 Montbéliarde cows underwent 6 days of feed restriction, during which feed allowance was reduced to meet 50% of their net energy for lactation requirements. Mammary biopsies were performed before and at the end of the restriction period. Mammary miRNA and mRNA analyses were performed using high-throughput sequencing and microarray analyses, respectively. Feed restriction induced a negative energy balance and decreased milk production and fat and protein yields in both breeds. Feed restriction modified the expression of 27 miRNAs and 374 mRNAs in mammary glands from Holstein cows, whereas no significant miRNA change was observed in Montbéliarde cows. Among the 27 differentially expressed miRNAs, 8 miRNAs were associated with dairy QTL. Analysis of target genes indicate that the 8 most abundantly expressed miRNAs control transcripts related to lipid metabolism, mammary remodeling and stress response. A comparison between the mRNAs targeted by the 8 most strongly expressed miRNAs and 374 differentially expressed mRNAs identified 59 mRNAs in common. The bioinformatic analyses of these 59 mRNAs revealed their implication in lipid metabolism and endothelial cell proliferation. These effects of feed restriction on mammary miRNAs and mRNAs observed in Holstein cows suggest a potential role of miRNAs in mammary structure and lipid biosynthesis that could explain changes in milk production and composition.

## Introduction

The mammary gland (**MG**) is a complex secretory organ with the ability to synthesize and secrete large quantities of milk components, including proteins, lactose and lipids. Genetics, nutritional and physiological studies of MG functioning have shown that many genes regulate the synthesis and secretion of milk components [1]. Forty-eight hours of feed deprivation induced a severe negative energy balance (**NEB**) and altered the mammary transcriptome, milk production and composition in lactating goats [2]. However, the molecular mechanisms underlying the nutritional regulation of gene expression have not been fully determined.

MicroRNAs (**miRNAs**), small noncoding RNAs of 18–25 nucleotides, regulate at least 60% of gene expression by base-pairing with mRNAs, inducing their degradation or the inhibition of their translation [3]. Therefore, the RNAs are involved in many different cellular processes [4–6]. MiRNAs were studied in the MG of different species, including ruminants [7–12], and their potential role in mammary development [8] and milk synthesis [13] was demonstrated. Breed effects on miRNA expression were also studied in different tissues, including MG [14–16]. In a previous study, the comparison of mammary miRNomes from Holstein (**HOLS**) and Montbéliarde (**MONT**) cows revealed 22 differentially expressed miRNAs (**DEMs**), suggesting a potential role of miRNAs in MG plasticity and milk component synthesis [15].

In ruminants, few studies have investigated the effect of nutrition on miRNA expression in the MG. Feed deprivation leading to severe NEB modified the expression of 30 miRNAs in MG of lactating goats [10].

We hypothesized that bovine mammary miRNome would be modified by feed restriction. Thus, the objective was to determine the effects of NEB induced by feed restriction on MG miRNome, assess potential differences between midlactation HOLS and MONT cows, and determine the role of miRNAs in the regulation of milk production and milk component synthesis.

## Materials and methods

### Ethics statement

The experiment was conducted at the INRAE Herbipole experimental farm of Marcenat (https://doi.org/10.15454/1.5572318050509348E12). Animal procedures were performed in compliance with Regional Animal Care Committee guidelines CEMEAA: Auvergne, French Ministry of Agriculture and European Union guidelines for animal research C2EA-02. All mammary biopsies were performed with relevant national legislation and were performed by an accredited person (N° of certification: 63–20). All procedures involving animals were approved by the Ethics Committee of the French Ministry of Higher Education, Research and Innovation (APAFIS # 3737–2015043014541577v2).

### Animals and sampling

Twelve multiparous midlactation HOLS (n = 6; 2.5 ± 0.8 lactations and 170 ± 11 days in milk (**DIM**)) and MONT (n = 6; 3.3±2.0 lactations and 156 ± 26 DIM) cows were used to study the effects of 6 days of feed restriction on milk production and mammary miRNomes. One HOLS cow was excluded from the experiment due to mastitis. During the control period (**CONT**) before restriction, all cows were allowed *ad libitum* intake of a total mixed ration. During the restriction period (d1 to 6, **REST**), feed allowance was reduced to meet 50% of NE_L_ requirements calculated from body weight, feed intake and milk production and composition recorded before restriction [17]. Cows had free access to water and were housed in a freestall barn equipped with automatic feed bunks that control individual access and weight feed intake (CRFI, Biocontrol, Rakkestad, Norway). Cows had free access to water and were milked twice daily at approximately 6:30 and 16:00. The nutrient composition of the experimental diets was previously described [18].

MG samples were collected by biopsies for miRNome analyses on day 0 and day 6 relative to initiation of feed restriction. Mammary biopsies were performed as previously described [19]. Briefly, the biopsy site was selected at a midpoint on alternate rear quarters of mammary gland. Approximately 600–650 mg of tissue was collected, rinsed in sterile 0.9% saline solution, snap-frozen in liquid nitrogen, and stored at −80°C until RNA extraction.

Milk samples were collected on day -1 and on day 5 relative to initiation of feed restriction. Milk composition was determined by mid-infrared spectroscopy (LIAL, Aurillac, France), and their means were computed according to PM/AM production and composition. Milk production and energy balance data were analyzed using mixed models of SAS (version 9.4; SAS Institute Inc., Cary, NC) that included day, breed, and their interaction as fixed effects, cow as random effect, and Kenward-Roger adjustment for calculation of degrees of freedom.

### RNA preparation

Total RNA was extracted from approximately 50 mg of MG biopsies using the miRVana kit (Thermo Fisher Scientific, USA). The concentration and quality of the RNAs were estimated by spectrophotometry Nanodrop TH (ND-1000, NanoDrop Technologies LLC, Wilmington, DE, USA) and using the Bioanalyzer 2100 (Agilent Technologies Inc., Santa Clara, CA, USA), respectively. The means of the obtained RIN were 8.3 ± 0.6 and 8.3 ± 0.9 in HOLS and MONT, respectively.

### RNA-seq analysis

RNA-seq analyses were performed on RNAs from MG of five HOLS and six MONT cows before and at the end of the restriction period, by the IGBMC Microarray and Sequencing Platform (Strasbourg, France), as previously described [15]. Briefly, small RNA-seq libraries were generated from 2 μg of total RNA using the TruSeq Small RNA Library Prep Kit (Illumina, San Diego, CA) according to the manufacturer’s instructions. Specific miRNA and small RNA adapters were added to each end of the miRNA followed by reverse transcription and PCR amplification to obtain cDNA. Acrylamide gel purification of small RNAs was performed. The final cDNA libraries were sequenced on HiSeq 4000 (Illumina) as single-end 50 base reads according to the manufacturer’s instructions. Adaptor sequences and reads with undetected bases were removed (FASTX-Toolkit, http://hannonlab.cshl.edu/fastx_toolkit/index.html), and all remaining reads were filtered according to their size. Read quantification and annotation were performed using the ncPRO-seq pipeline [20]. The sequence reads were aligned against the *Bos taurus* btau5.0.1 genome as miRBase_v22.1 using the miRDeep2 package [21]. Precursors and mature miRNAs were identified using the miRDeep2 core module, miRDeep2.pl. Potential miRNAs were annotated accordingly against orthologous miRNAs in goat, sheep and humans (miRBase release 22.1). We used a miRDeep2 score ≥ 0 as a cut-off threshold. The normalization and differential expression analyses of miRNAs were conducted using the DESeq2 R package v1.18.1. Significance was considered at P_adj_ ≤ 0.05. The accession number of the RNA-seq data is GSE146762.

### Microarray analyses

Due to the miRNA results, mRNA analyses were performed only in HOLS. Fifty nanograms of total RNA from the MG samples (n = 12) already used for miRNA analyses were analyzed using a three bovine 4 × 44K microarray (Agilent Technologies, Inc., Santa Clara, CA, USA) leading to 12 arrays. All procedures were performed according to the manufacturer’s instructions. Briefly, total RNA was linearly amplified and labeled with Cy3 using the one-color Low Input Quick Amp Labeling Kit (Agilent Technologies, Inc. Santa Clara, CA, USA). Cy3-labeled cRNA (1650 ng) was hybridized using the Gene Expression Hyb Kit (Agilent Technologies, Inc., Santa Clara, CA, USA). Hybridization was performed for 17 h at 65°C in a rotating hybridization oven at 10 rpm. Following hybridization, all microarrays were washed and scanned using the Agilent Microarray Scanner G2565A (Agilent Technologies, Inc. Santa Clara, CA, USA). The resulting TIFF images (Tagged Image File Format) were processed using Feature Extraction software Version 11. Microarrays were analyzed to determine differential gene expression (**DEG**) at the mRNA level using GeneSpring software, and data were normalized with 75^th^ percentile shift followed by *t*-tests moderated with the Benjamini-Hochberg (FDR) correction [22], and significance was considered at P_adj_ < 0.10. Microarray data were deposited in the Gene Expression Omnibus (GEO): GSE159302.

### Bioinformatic analyses

The genomic localization of DEMs was compared with the genomic location of milk-associated QTL. All bovine QTL downloaded from CattleQTLdb (AnimalQTLdb release 40, December 29, 2019, https://www.animalgenome.org) were obtained from the "All data by bp (on UMD3.1)" link in bed format. These localizations were used to identify the mammary miRNAs hosted in these regions. The genomic positions of the miRNAs in the UMD3.1 reference genome permitted their screening in the QTL regions using a homemade bioinformatics script in Python language (S1 Fig). The QTL related to milk production and composition were then extracted.

Target genes of **DEMs** and corresponding putative biological processes (P ≤ 0.05) were investigated using the miRWalk database (version 3.0) and Enrichr platform [23, 24], integrating several tools for pathway visualizations, including KEGG, BioCarta, for more efficient analyses of genes in networks. Modulated biological processes were grouped using the REVIGO platform (http://revigo.irb.hr/) [25]. Metacore^TM^ software (release 6), which uses text mining algorithms to identify interactions and build pathways/networks, was also used to corroborate bioinformatics investigations. However, these algorithms do not use the exact representativeness corresponding to the background of the used whole genome microarray. A Venn diagram was obtained using Venny 2.1 (http://bioinfogp.cnb.csic.es/tools/venny/) to find common genes between miRNA target genes and DEGs identified by microarray analyses. Biological processes (P ≤ 0.05) of these common genes were investigated using the Enrichr platform for both up and down-regulated genes together.

## Results and discussion

### Animal responses and milk analyses

Energy balance, milk production and composition were analyzed to characterize cow response to the feed restriction model (Table 1). Feed restriction induced NEB in both HOLS and MONT cows (-35 and -29 ± 4 MJ/day, respectively) due to the experimental design. Milk production, fat and protein yields decreased by 40, 33 and 43% in HOLS and 43, 34 and 49% in MONT, respectively, during REST (Table 1). Production and metabolic responses are detailed elsewhere [18]. The effects of restriction on milk production are in agreement with previous studies in mid- and late-lactation HOLS cows [26, 27].

**Table 1:** Effects of feed restriction on energy balance, DMI, milk, milk fat and protein yields in midlactation Holstein (HOLS) and Montbéliarde (MONT) cows during control (CONT) and restriction (REST) periods.

	Breed	Period		SEM	P-value		
		CONT	REST		Breed	Period	Breed x Period
Energy balance (MJ/d)	HOLS	56.5^a^	-35.1	4.2	0.03	<0.001	<0.001
	MONT	26.0^b^	-28.9	3.9			
Milk yield (kg/d)	HOLS	30.8	18.5	1.0	<0.001	<0.001	0.38
	MONT	25.1	14.2	0.9			
Fat yield (g/d)	HOLS	1 030.1	694.4	32.1	0.005	<0.001	0.62
	MONT	896.2	590.3	29.3			
Protein yield (g/d)	HOLS	929.3	529.1	33.9	0.008	<0.001	0.82
	MONT	795.6	407.4	30.9			
Lactose yield (g/d)	HOLS	1 565.3	970.7	50.8	<0.001	<0.001	0.96
	MONT	1 263.6	665.8	44.3			

SEM corresponds to the standard error of the mean. a, b correspond to breed LSMEANS not sharing a common superscript differ between CONT and REST periods (*P* ≤ 0.05) and are presented when Breed × Period effect was significant.

A significant breed effect was observed for energy balance and production variables. Montbéliarde cows had lower milk, fat and protein yields than HOLS cows, which is in agreement with previous studies [28, 29]. A significant period by breed interaction was observed for energy balance and because energy balance was lower in MONT during the CONT period compared to HOLS cows. This could be due to lower intake in MONT than in HOLS cows during this period [18].

### Mammary gland miRNome responses

#### Summary of miRNA sequencing data

Ten and twelve libraries were constructed using RNA extracted from the MG of HOLS and MONT cows at CONT and at REST periods. 

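Mammary gland biopsies were taken from each cow before the feed restriction (CONT, day 0) and after it (REST, day 6), and small RNA of each biopsy was sequenced in a library of its own. The deposited tables hold 10 libraries of 5 HOLS cows and 12 libraries of 6 MONT cows. The authors trimmed adapters, kept reads by size, quantified and annotated reads with the ncPRO-seq pipeline and used miRDeep2 to align them and identify miRNAs, and the deposited counts are not normalized. A second block of each table holds the authors' normalized counts, which are the counts divided by a DESeq2 size factor for each library. Size factors recalculated from the counts gave the same normalized counts to within a relative difference of 5.0e-10 in HOLS and 8.4e-10 in MONT. The total of miRNA counts per library ranged from 7431936 to 16808976 in HOLS CONT, with a median of 10786816. It ranged from 11108829 to 18149037 in HOLS REST, with a median of 14376578. In MONT CONT it ranged from 6087865 to 11395785 with a median of 9107961, and in MONT REST from 7817027 to 18913916 with a median of 10756329.5. The mean totals were 11795354 in HOLS CONT, 15145113 in HOLS REST, 8916419 in MONT CONT and 11963644 in MONT REST, against the paper's means of 11027924, 14352279, 8500865 and 11539527 clean reads in Table 2. All values given beside the results use the totals of the deposited counts. Means and SD are given on normalized counts. Fold changes of REST against CONT were fitted on the counts within each breed with edgeR, after TMM normalization and a filter that kept 374 miRNAs in HOLS and 349 in MONT. The miRNAs kept held 99.99% of all counts in each breed.

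**Figure D1:**
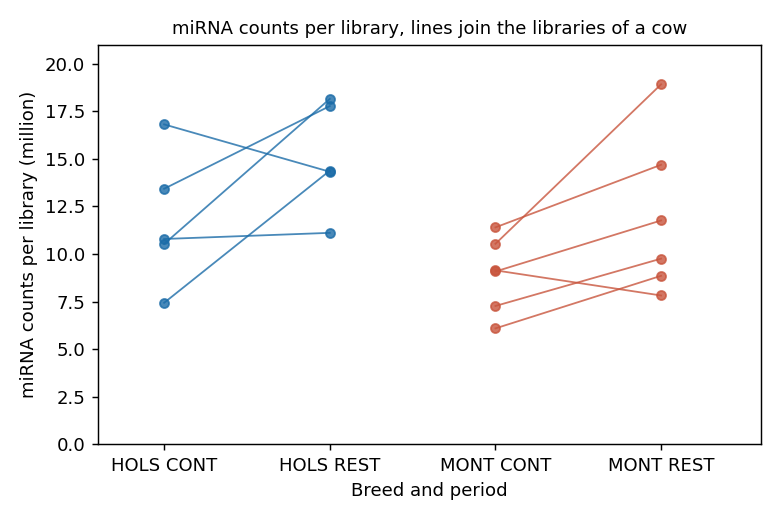
Total miRNA counts of each library, by breed and period, with a line joining the libraries of each cow. The totals run from 6087865 to 18913916, and the medians of REST lie above those of CONT in both breeds.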

More than 12 million raw reads and more than 8.5 million clean reads were obtained after removing adapters, no-clipped reads and reads that were too short. The percentage of clean reads mapped into the *Bos taurus* genome was 97.4 on average for all libraries. In HOLS and MONT cows, the log_2_ of the normalized counts of the CONT and REST libraries had a strong correlation of R ≥ 0.96. 

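The mean log2 normalized counts (pseudocount 1) of the CONT and REST libraries had a Pearson correlation of 0.996 across 754 miRNAs in HOLS and 0.996 across 759 miRNAs in MONT. Between single libraries, r ranged from 0.980 to 0.990 over the 45 pairs of HOLS libraries and from 0.967 to 0.991 over the 66 pairs of MONT libraries. The median r was 0.986 between HOLS libraries of the same period and 0.985 between HOLS libraries of different periods. The corresponding medians were both 0.982 in MONT. These correlations are across miRNAs, which are not independent replicates. A pseudocount of 0.1 lowered the correlation of the means to 0.990 in HOLS.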

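The deposited tables list 796 miRNAs for each breed, of which 42 had no count in any HOLS library and 37 had none in any MONT library. With at least 1 count in at least 1 library taken as detected, 738 known and 16 predicted miRNAs were found in HOLS, and 743 known and 16 predicted in MONT. The number with a count in every library was 445 in HOLS and 405 in MONT. At least 10 counts in every library were reached by 312 miRNAs in HOLS and 285 in MONT. The highest count in any library was from 1 to 9 for 330 of the detected miRNAs in HOLS and 331 in MONT.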

MiRdeep2 software analysis identified 754 miRNAs (737 known and 17 predicted) for HOLS libraries and 759 miRNAs (743 known and 16 predicted) for MONT libraries. These results are in accordance with other studies on bovine MG using RNA-seq technology, reporting 654 [9] and 324 [11] known miRNAs. However, these studies presented a higher number of predicted miRNAs (679 in Le Guillou et al. [9] and 176 in Li et al. [11]) than in our study. The difference could be due to the version of miRBase used (miRBase V20, V21 and V22 in Le Guillou et al. [9], Li et al. [11] and our study, respectively). In the present study, the output ratio of CONT compared to the REST period was closer in HOLST than in MONT libraries (Δ1.6% and Δ6.4%, respectively; Table 2).

**Table 2:** Effect of feed restriction on miRNA RNA-seq data in mammary glands from midlactation Holstein (n = 5) and Montbéliarde (n = 6) cows in control (CONT) and restriction (REST) periods.

Breed	Condition	Raw read	Too short	Adapter	Clean read	Output ratio (%)
Holstein	CONT	13,393,626	724,538	56,192	11,027,924	82.2
	REST	17,101,298	794,008	61,674	14,352,279	83.8
Montbéliarde	CONT	11,953,902	1,405,670	824,394	8,500,865	71.0
	REST	14,841,154	1,354,192	622,388	11,539,527	77.4

Clean reads were obtained after size (18 to 25 nt), adapter and soft-clipping cleaning.

#### Differentially expressed miRNAs between the control and restriction periods

The expression of 27 miRNAs was significantly modified by feed restriction in HOLS cows (P_adj_ ≤ 0.05; Table 3), but no significant miRNA change was observed in MONT cows. 

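In HOLS, 9 of the 374 miRNAs tested had an adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 87 had an unadjusted p under 0.05. All 9 are in Table 3, and all fell in 5 of 5 cows, with log2 fold changes from -1.98 to -0.57 and adjusted p from 0.00075 to 0.0483 from that test. They are miR-299, miR-299-2, miR-495, miR-193a-3p, miR-671, miR-296-5p, let-7a-3p and the predicted miRNAs chr7_8584 and chr10_11366. With the cow as a block the same tool gave 61 miRNAs, 30 of them higher in REST, among which were the 27 of Table 3. The count moved most with DESeq2 and the cow as a block, to 71, while DESeq2 without the block gave 26 miRNAs, all of them in Table 3. Without cow 1155 or cow 1165 the count was 3, without cow 2182 or cow 8200 it was 4, and without cow 9195 it was 14. The 3 that kept an adjusted p of at most 0.05 in each of these 5 fits were miR-299, miR-299-2 and miR-495. The counts of miR-299 and miR-299-2 differed by at most 6 in any library, so the pair is read as one measurement.
In MONT, 0 of the 349 miRNAs had an adjusted p of at most 0.05 and 47 had an unadjusted p under 0.05. Without cow 9615 the count was 46, of which 26 were higher in REST and 9 were in Table 3. The 27 miRNAs of Table 3 all had the same direction in MONT as in HOLS, 14 of them with an unadjusted p under 0.05 and 0 adjusted over the list alone. As a list weighted by their direction in HOLS, they moved in that direction in MONT, with a mean change of 0.57 ± 0.39 on the log2 scale (SD, n = 6 cows) that was above 0 in 5 of 6 cows. Limma's fry rotation test gave p = 0.00634 and a two-sided exact paired test of the cow means gave p = 0.0625. The interaction of breed and period, which tests the difference between the breeds itself, had an adjusted p of at most 0.05 for 0 of 388 miRNAs, with 3 at an unadjusted p under 0.05. With the cow as a block it was also 0, with 5 at an unadjusted p under 0.05. On counts simulated with changes of 1 on the log2 scale in MONT alone, these fits called 8.85% and 42.5% of the changed miRNAs. The 0 therefore does not show that the breeds respond alike. The paper proposes library quality, energy balance and genetic variation as reasons for the absence of DEMs in MONT, and it limits its later sections to the Holstein breed.

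**Figure D2:**
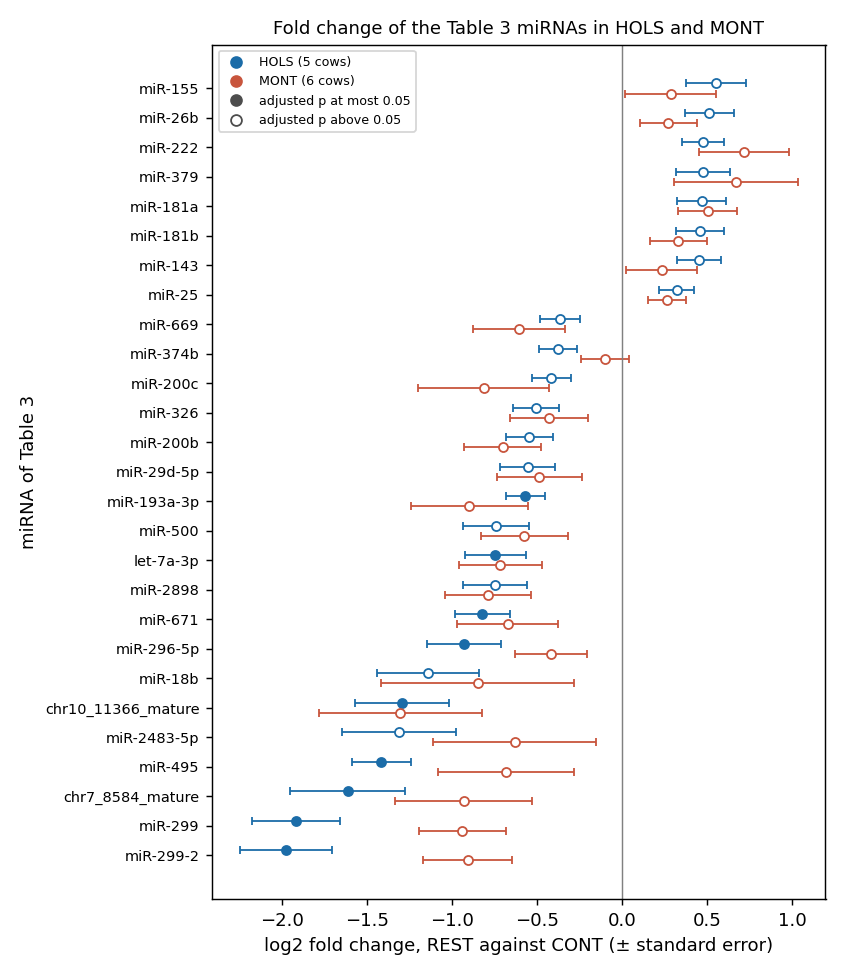
Log2 fold change of REST against CONT, with its standard error, of the 27 miRNAs of Table 3 in HOLS (5 cows) and MONT (6 cows), filled where the adjusted p is at most 0.05. Fold changes lie on the same side of 0 in both breeds, with 9 filled points in HOLS and 0 in MONT.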

The absence of DEMs in MONT cows may be due to the lower quality of their libraries compared to those of HOLS cows (with a greater number of short reads and adapters and thus a smaller output ratio in MONT; Table 3). 

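The biological coefficient of variation estimated by edgeR was 0.227 in HOLS and 0.362 in MONT. It was 0.328 in MONT without cow 9615 and lay between 0.362 and 0.387 when each other MONT cow was left out. When HOLS libraries were thinned at random to the totals of MONT libraries of the same period, the median number of miRNAs past the threshold over 20 draws was 10, with a range from 7 to 16. Thinning changes depth alone, so it does not test the short reads and adapters that the paper names. The 2 libraries of cow 9615 held 9137882 counts in CONT and 7817027 in REST, and the 27 miRNAs of Table 3 moved in the direction of HOLS for 11 miRNAs in this cow and for 22 to 27 in the other 5 MONT cows.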

Another hypothesis is that MONT cows presented a lower energy value during the CONT period than HOLS cows. Montbéliarde cows presented a lower variation of energy balance between the CONT and REST periods (26 MJ in CONT and -28.9 MJ in REST: Δ54.6 MJ) compared to HOLS cows (56.5 MJ in CONT and –35.1 MJ in REST: Δ91.6 MJ). In addition, MONT cows had a lower decrease in the milk, fat, and protein yields than HOLS. Moreover, decades of genetic selection in HOLS have reduced genetic variation in this breed, which may have allowed detecting significant differences according to the diet. These hypotheses or a combination of these may partly explain the absence of significant modification of miRNA gene expression. Thus, the following results and discussion are specific to Holstein breed.

**Table 3:** Differentially expressed miRNAs in the mammary gland of midlactation Holstein cows during restriction (REST) compared to the control (CONT) period.

Name	Mean read		Expression ratio	FDR	Expression change
	CONT	REST			
***bta-miR-143***	**2,292,707.1**	**3,119,812.5**	**1.37**	**1.4E-02**	**Up**
***bta-miR-181a***	**197,294.7**	**270,887.9**	**1.37**	**2.9E-02**	**Up**
***bta-miR-26b***	**97,181.9**	**138,114.2**	**1.43**	**1.4E-02**	**Up**
***bta-miR-200c***	**65,416.1**	**48,881.0**	**0.75**	**3.6E-02**	**Down**
***bta-miR-25***	**19,640.0**	**24,430.3**	**1.25**	**1.7E-02**	**Up**
***bta-miR-200b***	**17,718.1**	**12,055.1**	**0.68**	**1.2E-02**	**Down**
***bta-miR-181b***	**8,203.8**	**11,208.3**	**1.37**	**2.6E-02**	**Up**
***bta-miR-155***	**1,178.0**	**1,724.1**	**1.47**	**3.9E-02**	**Up**
*bta-miR-193a-3p*	889.5	597.8	0.67	2.2E-06	Down
*bta-miR-669*	695.1	537.3	0.78	2.6E-02	Down
*bta-miR-374b*	694.3	533.5	0.77	9.3E-03	Down
*bta-miR-379*	377.7	526.7	1.39	5.3E-02	Up
*bta-miR-222*	266.7	370.5	1.39	2.2E-03	Up
*bta-let-7a-3p*	348.6	207.4	0.60	3.3E-03	Down
*bta-miR-326*	198.5	138.9	0.70	5.8E-03	Down
*bta-miR-2898*	199.2	117.8	0.59	5.8E-03	Down
*bta-miR-500*	174.1	104.1	0.60	9.3E-03	Down
*bta-miR-29d-5p*	98.8	67.1	0.68	3.5E-02	Down
*bta-miR-495*	70.5	26.2	0.37	1.3E-08	Down
*bta-miR-299*	74.9	19.4	0.26	1.3E-08	Down
*bta-miR-299-2*	71.9	17.7	0.25	1.3E-08	Down
*bta-miR-671*	50.8	28.4	0.56	5.8E-03	Down
chr7_8584_mature	55.5	17.5	0.32	6.9E-04	Down
*bta-miR-296-5p*	47.8	25.0	0.52	9.5E-03	Down
chr10_11366_mature	31.3	12.6	0.40	3.5E-03	Down
*bta-miR-18b*	29.3	12.5	0.44	1.4E-02	Down
*bta-miR-2483-5p*	17.2	6.6	0.40	2.4E-02	Down

Means correspond to the mean of normalized read counts. The bold and italic line corresponds to all miRNAs with more than 1,000 reads and known miRNAs, respectively. FDR: False discovery rate.

Among the 27 DEMs affected by the restriction in HOLS, 25 are known and 2 predicted with 19 down- and 8 upregulated by feed restriction. 

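In the fit of the 5 HOLS cows, the 8 upregulated miRNAs of Table 3 had log2 fold changes from 0.32 to 0.55, and the 19 downregulated ones from -1.98 to -0.37. The direction was the same in 5 of 5 cows for 25 of the 27, and the exceptions were miR-379, which rose in 4 cows, and miR-29d-5p, which fell in 4 cows. The 18 miRNAs that did not reach the threshold were the 8 upregulated and 10 of the downregulated ones, with adjusted p from 0.0540 to 0.136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the cow as a block, the adjusted p was between 0.00983 and 0.0438 for the upregulated miRNAs and at most 0.0386 for the downregulated ones. Adjusted over the list alone, 27 passed, which is not independent evidence because the study chose the list on these libraries. The predicted miRNAs chr7_8584 and chr10_11366 fell from 55.5 ± 18.8 to 17.5 ± 8.20 and from 31.3 ± 7.76 to 12.6 ± 5.02 normalized counts (SD, n = 5).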

Eight DEMs were highly expressed with more than 1,000 reads (Table 3). 

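Mean normalized counts over the 10 HOLS libraries were above 1000 for 8 of the 27 miRNAs and ranged from 11.9 for miR-2483-5p to 744 for miR-193a-3p among the other 19. All 9 miRNAs with an adjusted p of at most 0.05 in the fit without a block belonged to these 19. With the cow as a block, the 8 abundant miRNAs passed as well. Together the 27 miRNAs made up 24.4% of the normalized counts of all miRNAs in HOLS.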

Thirty DEMs were modulated by 48 h of feed deprivation in the MG of lactating goats [10]. The number of DEMs in the current study is similar to those reported in the study of Mobuchon et al. [10] using similar analyses expected that the cut-off was 0.1 in the study performed by Mobuchon et al. and 0.05 in the present study. 

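In HOLS, miR-222 had 267 ± 27.7 normalized counts in CONT and 371 ± 23.4 in REST (SD, n = 5), a log2 fold change of 0.48 (standard error 0.12, adjusted p = 0.0540 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The cow as a block brought the adjusted p to 0.0216, and DESeq2 gave 0.00222. For miR-671 the counts were 50.8 ± 6.66 and 28.4 ± 3.17, a log2 fold change of -0.82 (standard error 0.16, adjusted p = 0.0198 from the same edgeR test). With each cow left out in turn, this adjusted p ranged from 0.0272 to 0.0981.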

Two miRNAs are common to our study: *miR-222*, which was upregulated with a similar fold change (**FC**) between studies (FC: 1.47 vs 1.39 in caprine and bovine, respectively), and *miR-671*, which was downregulated (FC: 0.73 vs 0.56 in caprine and bovine, respectively). However, whereas *miR-671* presented a similar level of expression in bovine and caprine MG, *miR-222* showed more reads in caprine (812 during control and 1,408 in feed deprived goats) than in bovine (267 in CONT and 371 in REST), suggesting a higher level of *miR-222* expression in caprine MG compared to bovine.

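Across the 5 HOLS cows, normalized counts of miR-222 ranged from 231 to 291 in CONT and from 352 to 409.8 in REST. Those of miR-671 ranged from 43.4 to 59.8 and from 23.8 to 31.5. For both miRNAs the periods did not overlap, and the change had the same sign in 5 of 5 cows. A two-sided exact permutation test that takes the libraries as unpaired gave p = 0.00794. An exact paired test of the same 5 cows gives 0.0625, the smallest p it can reach, so it cannot pass 0.05. The caprine counts come from another study and were not among the deposited data.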

Early lactation is known to be a natural period of NEB for dairy ruminants. A comparison of DEMs obtained during an induced NEB in cows (present study) and during early lactation in goats [30] highlighted similarities between these two species. For instance, Ji et al. [30] observed 378 DEMs in goat MG between early and late lactation periods using all mammalian miRNA sequences for mapping. Among them, 4 DEMs were common to the present study: *miR-181a* and *-299*, *-2483-5P* (mapped on ruminant genome) and *miR*-200c (mapped on Tasmanian devil [30]). Except for *miR-200c*, all other miRNAs presented a similar manner of regulation as our study. 

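In the HOLS libraries, miR-299 fell from 74.9 ± 29.7 to 19.4 ± 2.56 normalized counts (SD, n = 5), a log2 fold change of -1.92 (standard error 0.26, adjusted p = 8.0e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Reads of miR-299 and miR-299-2 may have been counted on both. The scarcer miR-2483-5p fell from 17.2 ± 4.61 to 6.63 ± 2.80, with a log2 fold change of -1.31 and an adjusted p of 0.0540 from that test, or 0.0168 with the cow as a block. For miR-181a the log2 fold change was 0.47 (standard error 0.15), with adjusted p of 0.0997 and 0.0256 in the same order, and for miR-200c it was -0.42 (standard error 0.12), with 0.0711 and 0.0257.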

Among the common miRNAs, *miR-181a* and miR*-200c* are highly expressed miRNAs in our study. Wang et al. [7] showed that the expression of 13 miRNAs in bovine MG was greater during NEB (i.e., early lactation) than during the positive energy balance period (i.e., dry period). Despite the dissimilarity of physiological states between Wang et al. [7] (early vs non-lactation period) and our study, two differentially expressed miRNAs (*miR-155* and *-181a*) are common and have a similar sense of regulation by energy balance. These miRNAs belong to the highly expressed DEMs in our study.

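In single HOLS cows, the log2 change of normalized counts from CONT to REST ranged from 0.25 to 0.93 for miR-155 and from 0.18 to 0.76 for miR-181a, above 0 in 5 of 5 cows for each. The fitted log2 fold change of miR-155 was 0.55 (standard error 0.18, adjusted p = 0.108 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0110 with the cow as a block).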

#### Differentially expressed miRNAs located in milk QTL

In cattle, at least 50,178 quantitative trait loci (QTL) out of a total of 130,471 have been associated with milk production traits (https://www.animalgenome.org). 

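Table 4 lists miR-155, miR-26b, miR-200c, miR-2898, miR-181a, miR-181b, miR-296-5p and miR-669. In HOLS, miR-296-5p fell from 47.8 ± 12.5 to 25.0 ± 3.89 normalized counts (SD, n = 5) and was the one among them with an adjusted p of at most 0.05 (0.0418 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while leaving out single cows moved this p between 0.0214 and 0.212. Counts of miR-2898 fell from 199 ± 30.4 to 118 ± 31.1 (log2 fold change -0.75, adjusted p = 0.0540 from the same edgeR test). Those of miR-669 fell from 695 ± 69.1 to 537 ± 54.6 (log2 fold change -0.37), with an adjusted p of 0.104 from edgeR's test. With the cow as a block the adjusted p was 0.00555 and 0.0282.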

Analyses of genome positions of the 25 known DEMs in the current study revealed that 8 DEMs are associated with a milk QTL (Table 4). One (*miR*-155) was within a QTL associated with milk α-lactalbumin content, and 7 miRNAs were associated with milk fat composition (Table 4). Among these 7 miRNAs, 5 (*miR-200c*, *-2898*, *-181a*, *-181b*, and *-296-5p*) were located in QTL associated with saturated fatty acid content, and 4 (*miR-26b*, *-200c*, *-296-5p*, and *-669*) were located in QTL linked to monounsaturated fatty acid content. The difference in the number of miRNAs observed in QTL of saturated vs. unsaturated fatty acids may be due to the difference in the abundance of QTL associated with two classes of fatty acids [31]. In bovines, the close genome positions of *miR-181a* and *miR-181b* (< 10 kb; referred to miRBase criteria) on chromosome 11 suggest that they are in a cluster. This finding is in line with the results in mice reporting that they belong to the same family and are in a cluster [32]. 

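In the RefSeq gene table for the ARS-UCD2.0 assembly, which is not the build of the authors' alignment, the gene of miR-181a-2 stands next to that of miR-181b-2, and on another chromosome the gene of miR-181a-1 stands next to that of miR-181b-1. The deposited tables give a single count for mature miR-181a and for mature miR-181b, so the counts do not show from which of these loci the reads came.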

Their cluster is located within the same QTL associated with the regulation of butyric and caproic acid content in milk (Table 4). Moreover, the *miR-181a* and *miR-181b* upregulation and their high level of expression during the REST period may be related, at least partly, to the decrease in short chain fatty acid content. Indeed, in our study, ∑C4 to C9 was 5.41 vs 3.43 g/100 g total fatty acids during CONT and REST (S1 Table), respectively (P < 0.001).

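The log2 fold change of miR-181b in HOLS was 0.46 (standard error 0.14, adjusted p = 0.0980 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00983 with the cow as a block). Per cow, the change of miR-181b ranged from 0.25 to 0.69, above 0 in 5 of 5 cows.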

**Table 4:** Location of nutriregulated miRNAs in QTL associated with milk production and composition.

miRNA name	Chromosome	Start	End	Character
*bta-miR-155*	1	10227315	10227337	Milk alpha-lactalbumin percentage
*bta-miR-26b*	2	107133408	107133429	Milk oleic acid content
*bta-miR-200c*	5	103859438	103859460	Milk myristic acid content; Milk palmitoleic acid content
*bta-miR-2898*	8	74354027	74354044	Milk capric acid content; Milk myristic acid content
*bta-miR-181a*	11	95709449	95709472	Milk butyric acid content; Milk caproic acid content
*bta-miR-181b*	11	95710641	95710664	Milk butyric acid content; Milk caproic acid content
*bta-miR-296-5p*	13	58091948	58091966	Milk capric acid content; Milk caproic acid content; Milk caprylic acid content; Milk myristoleic acid content; Milk palmitoleic acid content
*bta-miR-669*	16	63239604	63239625	Milk palmitoleic acid content

Characters are from https://www.animalgenome.org.

#### Analyses of the 8 highly expressed and differential miRNAs

We focused on highly expressed miRNAs to decipher the mechanisms underlying the response of MG to restriction. 

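In HOLS, the 8 miRNAs of Table 3 with a mean above 1000 normalized counts held 99.9% of the summed mean normalized counts of the 27, and miR-143 alone held 85.4%. In edgeR with TMM and no block, 0 of the 8 were past the threshold, with 8 at an unadjusted p under 0.05, while 8 were past it in edgeR with the cow as a block and 8 in DESeq2 without a block.

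**Figure D3:**
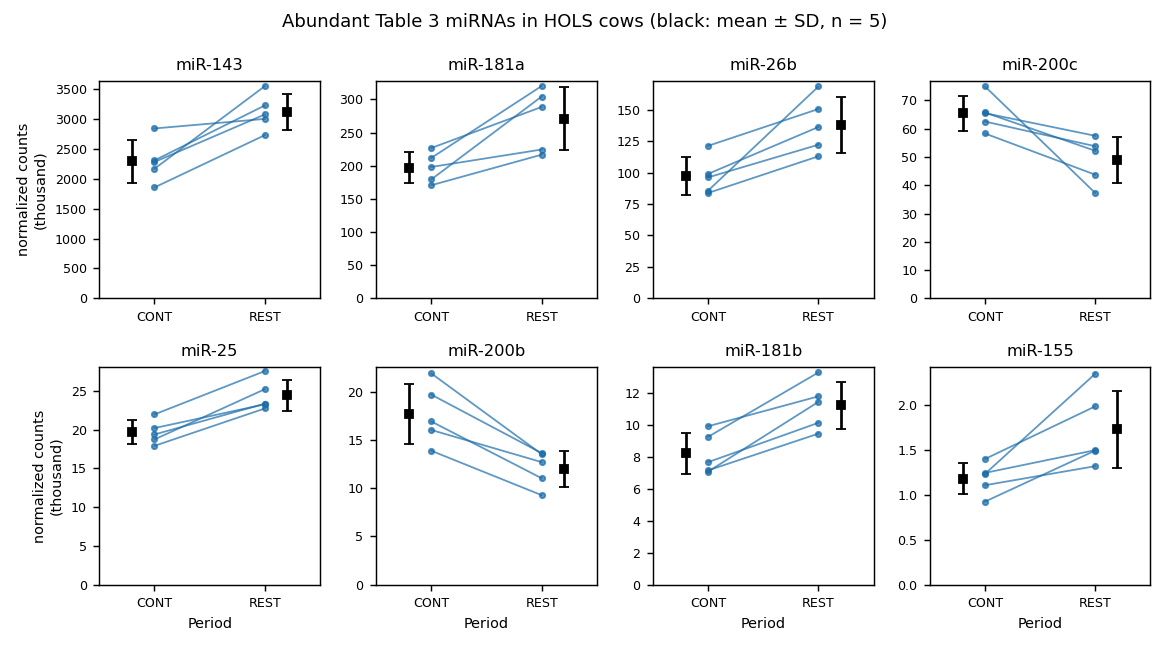
Normalized counts, of the 8 abundant miRNAs in each HOLS cow in CONT and REST, with lines joining the libraries of a cow and black squares for the mean ± SD (n = 5). Lines rise for miR-143, miR-181a, miR-26b, miR-25, miR-181b and miR-155 and fall for miR-200c and miR-200b in 5 of 5 cows.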

Among the 25 known DEMs in Holstein cows, 8 (*miR-143*, *miR-181a*, *miR-26b*, *miR-200c*, *miR-25*, *miR-200b*, *miR-181b*, and *miR-155*) presented more than 1,000 reads, representing 99% of the total reads of the DEMs (Table 3). *MiR-143* was the most abundant miRNA in this study, possessing more than 2 million reads, which is in agreement with previous studies in bovine MG [33] and bovine liver [34, 35]. 

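In HOLS, miR-143 had 2292707 ± 356936 normalized counts in CONT and 3119812 ± 302052 in REST (SD, n = 5), and it made up 20.9% of all normalized counts. It ranked 1 in abundance in both breeds. In HOLS, miR-30a-5p, miR-148a, miR-10b and miR-148d followed, with means over all libraries of 1355196, 1252169, 1242117 and 885118 normalized counts. In MONT they were miR-10b, miR-30a-5p, miR-26a and miR-148a, with 828940.0, 722822, 699231 and 632901. The log2 fold change of miR-143 in HOLS was 0.45 (standard error 0.13, adjusted p = 0.0738 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0287 with the cow as a block). Leaving miR-143 out of the library sizes left the number of miRNAs past the threshold in HOLS at 9. Counts of miR-148a and miR-148d kept a nearly fixed ratio in all 22 libraries, and reads of one could have been counted on the other.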

*MiR-143*, known to regulate lipid metabolism, was downregulated in bovine liver during severe NEB [34]. In the present study, *miR-143* was upregulated in MG during the NEB period. This difference in regulation may be due to the studied tissue (liver vs MG). Indeed, the NEB period is characterized by strong adipose tissue mobilization, increased NEFA esterification, triacylglycerol accumulation, and ketone synthesis in the liver, as well as decreased lipid metabolism in the MG [36].

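In HOLS, normalized counts of miR-181a were 197295 ± 22975 in CONT and 270888 ± 47354 in REST (SD, n = 5), and those of miR-26b were 97182 ± 14971 and 138114 ± 22175. Over the 10 HOLS libraries, miR-181a averaged 234091 normalized counts, rank 13 among all miRNAs, and miR-26b averaged 117648, rank 18. Within Table 3, they came after miR-143 in this order. The log2 fold change of miR-26b was 0.51 (standard error 0.14, adjusted p = 0.0734 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0141 with the cow as a block).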

*MiR-26b* and *-181a* are, respectively, the second and third most expressed miRNAs in our study, possessing more than 100,000 reads. *MiR-26b* was identified as playing a role in inflammation [37]. The upregulation of *miR-26b* in our study might be linked to inflammation due to restriction. Indeed, lipid mobilization during NEB may lead to inflammation [38]. *MiR-181a* was reported to influence lipid and glucose metabolism in humans, mice and bovine liver [39]. *MiR-181a* targets *ACSL1* mRNA, which is involved in lipid synthesis in bovine mammary epithelial cells [13]. The upregulation of *miR-181a* in our study may be related to the decrease in milk fat yield observed during the NEB period (Table 1) and the diminution of short- (data not shown) and medium-chain fatty acids [18]. Ma et al. [40] showed that *miR-25* was involved in triacylglycerol synthesis and lipid accumulation in goat mammary epithelial cells. This miRNA directly targets *PPARG* and regulates the expression of *SREBP1*, *FASN*, and *GPAM* involved in lipid synthesis. The observed upregulation of *miR-181a* and *miR-25* may be related to the decrease in fat yield during the feed restriction period. 

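In HOLS, miR-25 had 19640 ± 1550 normalized counts in CONT and 24430 ± 1988 in REST (SD, n = 5), with every REST value above every CONT value. Its log2 fold change was 0.32 (standard error 0.10, adjusted p = 0.119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0280 with the cow as a block).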

Among the highly expressed DEMs, *miR-200b* and *miR-200c* belong to the same family, have the same seed sequence, and regulate epithelial-to-mesenchymal transition in breast cancer [41, 42]. 

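In HOLS, normalized counts of miR-200b were 17718 ± 3152 in CONT and 12055 ± 1865 in REST (SD, n = 5), a log2 fold change of -0.55 (standard error 0.14, adjusted p = 0.0540 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00119 with the cow as a block). Those of miR-200c were 65416 ± 6125 and 48881 ± 8232. Each fell in 5 of 5 cows. As a list of 10 miRNAs taken as markers of epithelium, of which miR-200b and miR-200c are also in Table 3, the mean log2 change per cow was -0.17 ± 0.14 (SD, n = 5 cows) and 3 of the 10 members rose. It was below 0 in 5 of 5 cows, with -1.4e-04, or no change, in cow 1165. Without miR-200b and miR-200c, a setting chosen after the data were seen, the other 8 members changed by -0.08 ± 0.14 (SD, n = 5 cows), below 0 in 3 of 5 cows, with an adjusted p of 0.161 from limma's fry. With all 10 members the fall had an adjusted p of 0.0113 over the 5 marker lists from limma's fry rotation test, which rose above 0.05 without cow 1155 (0.0942), cow 1165 (0.0594) or cow 8200 (0.0921), with DESeq2's size factors (0.0605) and with limma's camera (0.219).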

The downregulation of *miR-200b* and *miR-200c* in our study may suggest a link with MG structural changes due to feed restriction [43].

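In HOLS, normalized counts were 8204 ± 1292 in CONT and 11208 ± 1493 in REST for miR-181b (SD, n = 5), and 1178 ± 177 and 1724 ± 425 for miR-155. The number of counts of miR-155 in a library ranged from 678 to 2949.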

*MiR-181b* and *miR-155* were the least expressed of the 8 miRNAs and were upregulated by feed restriction. The modulation of their expression may be linked to the stress induced by feed restriction. Indeed, *miR-181b* was upregulated in the serum of heat-stressed Frieswal bulls compared with summer and winter periods [44] and after chirurgical stress in Angus cattle muscle [45]. In addition, *miR-181b* and *miR-155* were also reported to play a role in the immune response [46, 47]. LPS stimulation of mouse macrophages *in vitro* resulted in the upregulation of *miR-155*, and similar changes also occurred after intraperitoneal LPS injection in C57BL/6 mice [47]. In addition, *miR-155* promoted the production of the proinflammatory cytokine TNF-α in human B cells [47]. Thus, the upregulation of *miR-181b* and *miR-155* observed in the present study may be explained by inflammation that can be affected by NEB, as demonstrated in other studies [38].

### Differentially expressed mRNAs in Holstein cows

To elucidate the mechanisms of nutritional regulation of MG function, mRNA analysis was performed. Considering the results obtained by miRNome studies, mRNA analysis was achieved only in HOLS cows. Microarray analyses identified 374 differentially expressed genes (**DEGs**, P_adj_ ≤0.1) between the CONT and REST periods with 120 upregulated and 254 downregulated genes during the REST period. Ten DEGs presented an FC ≥ 3. In caprine MG, Ollier et al. [2] identified 161 DEGs whose expression was altered by 48 h of feed deprivation using the same bovine microarray. The lower number of DEGs reported by Ollier et al. [2] might be due to the heterogeneous system used (caprine mRNA with a bovine array). Bioinformatic analysis of the 374 DEGs showed 256 altered biological processes (**BPs**; P ≤ 0.05). The analyses of the first 25 BPs revealed that 12 BPs were linked to lipid metabolism and involved 28 DEGs (23 downregulated and 5 upregulated), and 9 BPs were related to respiration metabolism and involved 33 DEGs (30 downregulated and 3 upregulated; Table 5). In addition, metabolic process (S2 Table) and SCAP/SREBP, cholesterol biosynthesis and regulation of lipid metabolism (S3 Table) were also highlighted using Metacore^TM^ analysis. Despite the fact that the results were corroborated between different bioinformatic analyses, it should be noted that a limitation of these algorithms is that they did not consider the background corresponding to the exact gene representation of the whole genome microarray used.

**Table 5:** Top 25 biological processes potentially regulated by the 374 DEGs in Holstein cows.

		Term	Overlap	P-value	FDR
%	1	mitochondrial ATP synthesis coupled electron transport	27/86	4.7E-26	8.9E-23
%	2	respiratory electron transport chain	27/95	9.6E-25	9.1E-22
%	3	mitochondrial electron transport, NADH to ubiquinone	21/47	2.2E-24	1.4E-21
%	4	mitochondrial respiratory chain complex I biogenesis	20/65	2.1E-19	6.5E-17
%	5	NADH dehydrogenase complex assembly	20/65	2.1E-19	6.5E-17
%	6	mitochondrial respiratory chain complex I assembly	20/65	2.1E-19	6.5E-17
%	7	mitochondrial respiratory chain complex assembly	22/98	5.9E-18	1.6E-15
*	8	cholesterol biosynthetic process	11/36	3.2E-11	7.7E-09
*	9	sterol biosynthetic process	11/41	1.6E-10	3.3E-08
	10	secondary alcohol biosynthetic process	10/37	1.0E-09	1.9E-07
*	11	regulation of cholesterol biosynthetic process	9/41	5.1E-08	8.8E-06
*	12	regulation of cholesterol metabolic process	9/42	6.4E-08	1.0E-05
	13	regulation of alcohol biosynthetic process	8/35	2.1E-07	3.0E-05
*	14	long-chain fatty acid transport	7/26	3.6E-07	4.9E-05
*	15	cholesterol metabolic process	10/69	5.8E-07	7.3E-05
	16	regulation of steroid biosynthetic process	8/45	1.6E-06	1.9E-04
*	17	sterol metabolic process	8/60	1.5E-05	1.7E-03
%	18	mitochondrial transmembrane transport	6/33	2.9E-05	3.1E-03
*	19	fatty acid metabolic process	10/107	3.2E-05	3.2E-03
	20	carnitine shuttle	4/12	5.2E-05	4.7E-03
*	21	fatty acid transmembrane transport	4/12	5.2E-05	4.7E-03
*	22	lipid biosynthetic process	8/73	6.3E-05	5.5E-03
%	23	cellular respiration	7/58	9.8E-05	8.1E-03
*	24	intracellular lipid transport	4/16	1.8E-04	1.4E-02
*	25	fatty-acyl-CoA biosynthetic process	5/31	2.5E-04	1.9E-02

Process network analysis was performed using Enrichr software.

% indicates processes associated with respiration, and * indicates lipid metabolism processes. The overlap corresponds to the ratio of the DEG number on the number of genes known in the BP. FDR: false discovery rate.

The effects of feed restriction on genes involved in lipid metabolism in the MG of lactating Holstein cows (Fig 1) were in agreement with previous studies. The downregulation of *ACACA*, *FABP3* and *LPL* in our study was in accordance with the reduction of their expression after 4 days of restriction (cows fed at 60% of their *ad libitum* DMI; [48]). The downregulation of *ACSL1*, *FABP3*, and *LPIN1* in mammary tissue of dairy cows is in line with the decrease in their expression during the natural NEB period of early lactation (day 15 of lactation) compared to midlactation (day 60 of lactation), which is associated with a lower fat yield [49]. Taken together, these results indicate that the downregulation of the DEGs (*ACACA*, *FABP3*, *LPL*, *LPIN1* and *ACSL1*) involved in lipid metabolism observed in our study (Fig 1) could be related to the decrease in milk fat yield observed during REST.

**Fig 1:**
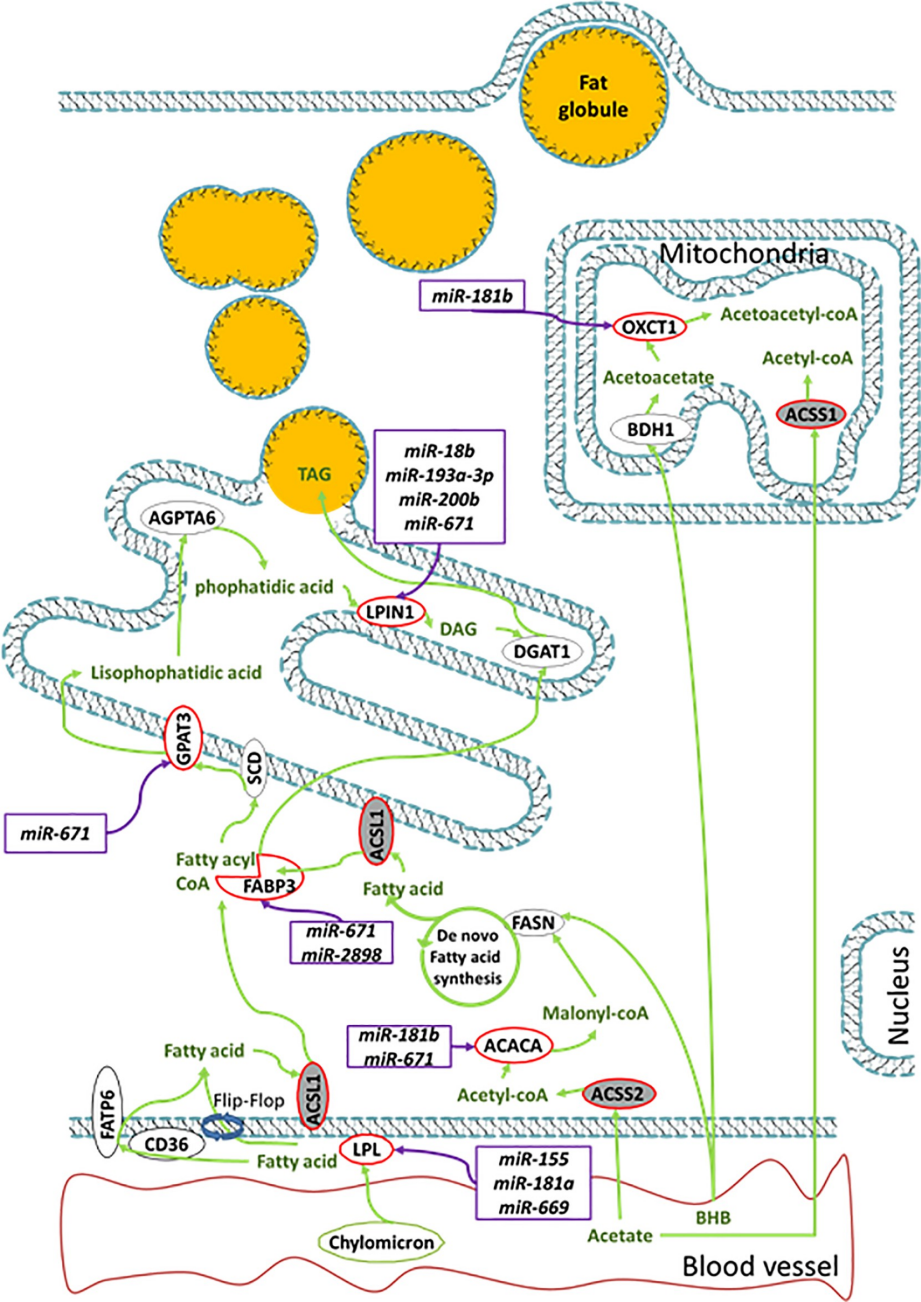
MiRNAs and coding genes involved in the milk fat synthesis pathway. Genes in the red circle correspond to DEGs identified in our study, and miRNAs in the purple box correspond to DEMs targeting the DEGs (adapted from Bionaz and Loor [52]).

In the present study, feed restriction downregulated 21 DEGs (e.g., *NDUFA3*, *NDUFB1*, and *NDUFS2*) which are related to the NADH pathway and respiration (Table 5, S2 Table). A downregulation of several NADH dehydrogenase mRNAs was previously observed in bovine liver during heat stress [50], suggesting that feed restriction may affect energy production through mitochondrial respiration, which was already identified among the most inhibited functions in bovine liver [51].

### Analysis of mRNAs common between the DEG list and mRNAs targeted by the 8 major DEMs

Using miRWalk analyses, we identified 2934 mRNAs potentially targeted by the 8 most expressed DEMs in Holstein cows. A comparison between those potential targets and the 374 DEGs identified by microarray analysis showed 59 common mRNAs (Fig 2). Among these mRNAs, 37 were downregulated, and 22 were upregulated. Two DEGs (*LPIN1* and *LPL*) had an absolute FC ≥ 3, and both were downregulated. *LPIN1* and *LPL* are involved in lipid metabolism [48, 49]. Analysis of the 59 common mRNAs by the Enrichr platform identified 266 BPs (P ≤ 0.05). The elimination of redundancy using the REVIGO platform highlighted 146 BPs, which were regrouped into 13 categories denoting a semantic similarity between BPs (Figs 2 and 3), and 6 of these categories represented 89% of BPs. Two categories (positive regulation of endothelial cell proliferation and lipid biosynthesis) contained more than 20% BPs each. Positive regulation of endothelial cell proliferation was the first category, with 38 of the 146 BPs being regulated. Among those 38 BP, 19 are predicted to be regulated by PROX1 (Prospero Homeobox 1; S4 Table), which is a downregulated DEG that is targeted *by miR-181a*, a highly expressed miRNA that was determined to be upregulated by REST in HOLS cows. PROX1 is a transcriptional factor influencing cell fate, gene transcriptional regulation and progenitor cell regulation, playing a role in lymphatic system development. Wilge and Oliver [53] showed that knockouts in *PROX1* mouse embryos lacked lymphatic system development. Elsewhere, a decrease in lymphatic vasculature (identified using *PROX1* and *CD31*) in MG was observed across the lactation of mice [54]. In our study, the upregulation of *miR-181a* and the downregulation of *PROX1* by feed restriction suggest a modification of lymphatic vasculature. In addition, *PROX1* was hosted in a QTL associated with milk palmitoleic acid content and cheese-making properties [55]. The modulation of *miR-181a* and *PROX1* gene expression is consistent with the milk fatty acid changes observed during feed restriction [18].

**Fig 2:**
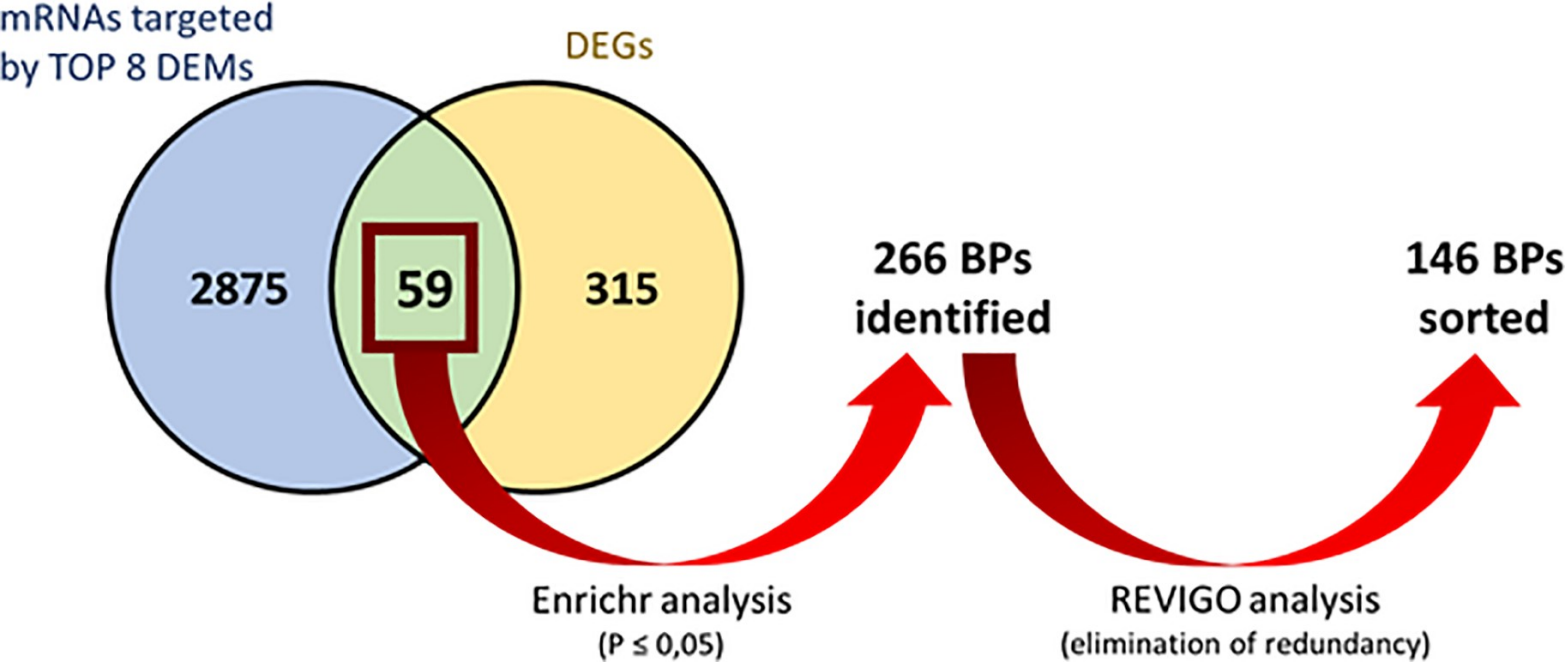
Comparison between mRNA targeted by the 8 most expressed DEMs and DEGs in Holstein cows. Venn diagram between the potential targets of DEMs (blue circle) and the 374 DEGs (yellow circle). Red arrows indicate the workflow used to analyze biological processes (BPs) common mRNA with the Enrichr and REVIGO platforms.

**Fig 3:**
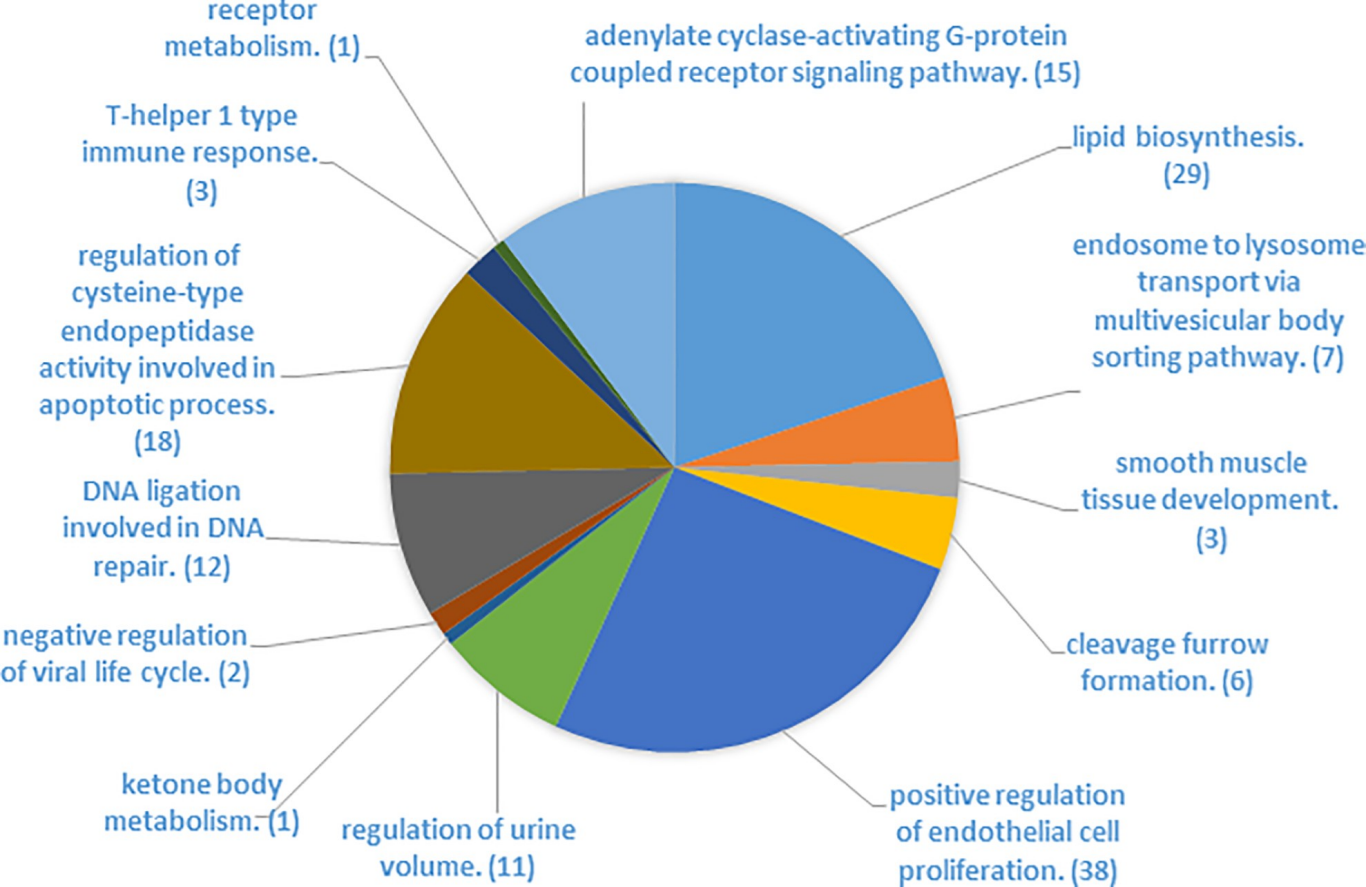
REVIGO categories obtained from the Enrichr biological process list using the 59 common mRNAs (P ≤ 0.05). In brackets: Numbers of BPs in each category.

Lipid biosynthesis had 29 of the 146 BPs and was the second category identified by REVIGO analysis. Furthermore, three BPs (lipid biosynthetic process, triglyceride biosynthetic process and fatty acid metabolic process) were also identified among the top 15 BPs identified by Enrichr analyses. In these three BPs, four DEGs (*ACACA*, *CYP51A1*, *LPL*, and *LPIN1*) were downregulated by restriction. A downregulation of *CYP51A1*, a gene involved in cholesterol synthesis, was already reported during feed restriction in chicken liver [56] and in adipose tissue of beef cows [57]. *ACACA*, *CYP51A1*, *LPL*, and *LPIN1* are predicted to be targeted by 4 DEMs (*miR-155*, *-181a*, *-181b*, and *-200b*). *MiR-181a* and *miR-155* target *LPL*, *miR-181b* target *ACACA*, and *miR-200b* target *LPIN1* and *CYP51A1*. The upregulation of *miR-181a*, *-181b*, and *-155* was in line with the downregulation of their targeted genes. A study demonstrated that the absence of *miR-155* led to an increase in *LPL* expression in the liver of *miR-155*^-/-^ mice [58].

## Conclusions

Feed restriction modified MG miRNome and transcriptome in Holstein but not in Montbéliarde cows. The differentially expressed miRNAs highlight a potential role of miRNAs in MG remodeling and lipid synthesis. Moreover, these roles were supported by the analyses of common differential mRNAs and predicted targets of miRNAs sharing the same function. In addition, the location of differentially expressed miRNAs in QTL associated with milk fatty acid composition was consistent with the observed reduction in short- and medium-chain milk fatty acid content in milk. The decrease in *de novo* milk fatty acid synthesis observed during restriction mediated in part by the regulation of the miRNAs affecting mRNAs involved in lipid metabolism and suggest a role of DEMs in this biological process.

## Supporting information

S1 Fig Homemade bioinformatics script in Python language for screening QTL. (TIF) Click here for additional data file.

S1 Table Effects of feed restriction on milk fatty acid concentrations (g/100 g of FA) in mid-lactation cows. (DOCX) Click here for additional data file.

S2 Table TOP 20 of the biological processes affected by restriction in mammary gland of mid-lactation cows. Enrichment by GO Processes using Metacoret^TM^ software using the 374 differentially expressed genes after restriction. FDR: false Discovery Rate.
(DOCX) Click here for additional data file.

S3 Table TOP 20 of the pathways affected by restriction in mammary gland of mid-lactation cows. Enrichment by Pathway maps using Metacoret^TM^ software using the 374 differentially expressed genes after restriction. FDR: false Discovery Rate.
(DOCX) Click here for additional data file.

S4 Table Biological processes predicted to be regulated by Prox1 identified by bioinformatics analyses of the 59 genes differentially expressed and predicted to be targeted by the 8 major differentially expressed miRNAs highlighted the regulation of endothelial cell proliferation containing 38 biological processes among which 19 were predicted to be regulated by Prox1. (DOCX) Click here for additional data file.

# Supplementary material for: Nutrigenomic analyses reveal miRNAs and mRNAs affected by feed restriction in the mammary gland of midlactation dairy cows
**Source:** PLoS One. 2021 Apr 15;16(4):e0248680. doi: 10.1371/journal.pone.0248680
**Supplement:** S1 Table

**S1 Table**: **Effects of feed restriction on milk fatty acid concentrations (g/100 g of FA) in mid-lactation cows.**

|  | CONT | REST | SEM | p value |
| --- | --- | --- | --- | --- |
| C4 | 1,45 | 1,25 | 0,07 | 0,065 |
| C5 | 0,02 | 0,01 | 0,00 | 0,004 |
| C6 | 2,44 | 1,47 | 0,10 | 0,000 |
| C7 | 0,04 | 0,01 | 0,00 | 0,002 |
| C8 | 1,42 | 0,68 | 0,05 | <.0001 |
| C9 | 0,05 | 0,01 | 0,01 | 0,004 |
| C10 | 3,26 | 1,22 | 0,10 | 0,0001 |
| C10:1 cis9 | 0,37 | 0,14 | 0,01 | 0,0001 |
| C12 | 4,04 | 1,38 | 0,15 | <.0001 |
| C14 | 12,82 | 6,39 | 0,27 | <.0001 |
| C14:1 cis9 | 1,48 | 0,57 | 0,05 | <.0001 |
| C15 | 1,32 | 0,73 | 0,09 | 0,0022 |
| C16 | 36,95 | 23,92 | 0,78 | 0,0001 |
| C18 | 6,41 | 11,47 | 0,42 | 0,0004 |
| C181 cis9 | 15,90 | 34,71 | 0,75 | <.0001 |
|  |  |  |  |  |
| Σ C4 to C9 | 5,41 | 3,43 | 0,20 | 0,0001 |
| Σ C4 to C15 | 29,88 | 14,69 | 0,66 | <.0001 |
| Σ C10 to C15 | 24,50 | 11,27 | 0,54 | <.0001 |
| Σ >C16 | 30,46 | 58,36 | 0,94 | <.0001 |
|  |  |  |  |  |

# Supplementary material for: Nutrigenomic analyses reveal miRNAs and mRNAs affected by feed restriction in the mammary gland of midlactation dairy cows
**Source:** PLoS One. 2021 Apr 15;16(4):e0248680. doi: 10.1371/journal.pone.0248680
**Supplement:** S2 Table — Enrichment by GO Processes using MetacoretTM software using the 374 differentially expressed genes after restriction. FDR: false Discovery Rate.

**S2 Table: TOP 20 of the biological processes affected by restriction in mammary gland of mid-lactation cows.** Enrichment by GO Processes using Metacoret^TM^ software using the 374 differentially expressed genes after restriction. FDR: false Discovery Rate

| **Processes** | **Total** | **pValue** | **FDR** | **In data** |
| --- | --- | --- | --- | --- |
| [mitochondrial ATP synthesis coupled electron transport](http://portal.genego.com/cgi/process.cgi?id=-1614472597) | 111 | 2,229E-30 | 6,352E-27 | 32 |
| [oxidative phosphorylation](http://portal.genego.com/cgi/process.cgi?id=-1038170157) | 144 | 2,787E-30 | 6,352E-27 | 35 |
| [ATP synthesis coupled electron transport](http://portal.genego.com/cgi/process.cgi?id=-1519345543) | 112 | 3,073E-30 | 6,352E-27 | 32 |
| [respiratory electron transport chain](http://portal.genego.com/cgi/process.cgi?id=-1588345901) | 137 | 1,801E-28 | 2,793E-25 | 33 |
| [mitochondrial electron transport, NADH to ubiquinone](http://portal.genego.com/cgi/process.cgi?id=-598716027) | 54 | 9,369E-27 | 1,162E-23 | 23 |
| [electron transport chain](http://portal.genego.com/cgi/process.cgi?id=-673513725) | 232 | 4,739E-26 | 4,898E-23 | 38 |
| [cellular respiration](http://portal.genego.com/cgi/process.cgi?id=-208392230) | 223 | 1,346E-25 | 1,193E-22 | 37 |
| [metabolic process](http://portal.genego.com/cgi/process.cgi?id=-412825077) | 10691 | 2,182E-25 | 1,691E-22 | 288 |
| [cellular metabolic process](http://portal.genego.com/cgi/process.cgi?id=-203083230) | 9623 | 4,405E-25 | 3,036E-22 | 269 |
| [generation of precursor metabolites and energy](http://portal.genego.com/cgi/process.cgi?id=-1029783272) | 557 | 1,399E-22 | 8,675E-20 | 51 |
| [mitochondrial respiratory chain complex I assembly](http://portal.genego.com/cgi/process.cgi?id=-1632798087) | 72 | 1,828E-20 | 9,446E-18 | 21 |
| [NADH dehydrogenase complex assembly](http://portal.genego.com/cgi/process.cgi?id=-670801768) | 72 | 1,828E-20 | 9,446E-18 | 21 |
| [cofactor metabolic process](http://portal.genego.com/cgi/process.cgi?id=-21819000) | 603 | 2,815E-20 | 1,343E-17 | 50 |
| [energy derivation by oxidation of organic compounds](http://portal.genego.com/cgi/process.cgi?id=-289866600) | 341 | 5,787E-20 | 2,564E-17 | 38 |
| [oxidation-reduction process](http://portal.genego.com/cgi/process.cgi?id=-400807333) | 1245 | 8,464E-20 | 3,500E-17 | 72 |
| [cofactor biosynthetic process](http://portal.genego.com/cgi/process.cgi?id=-1640856334) | 245 | 4,790E-19 | 1,857E-16 | 32 |
| [mitochondrial respiratory chain complex assembly](http://portal.genego.com/cgi/process.cgi?id=-1202882968) | 112 | 1,605E-18 | 5,855E-16 | 23 |
| [small molecule metabolic process](http://portal.genego.com/cgi/process.cgi?id=-1070727628) | 2020 | 8,515E-18 | 2,934E-15 | 91 |
| [response to drug](http://portal.genego.com/cgi/process.cgi?id=-516598693) | 1915 | 3,222E-16 | 1,052E-13 | 85 |
| [phosphate-containing compound metabolic process](http://portal.genego.com/cgi/process.cgi?id=-968658357) | 2455 | 8,080E-15 | 2,448E-12 | 96 |

# Supplementary material for: Nutrigenomic analyses reveal miRNAs and mRNAs affected by feed restriction in the mammary gland of midlactation dairy cows
**Source:** PLoS One. 2021 Apr 15;16(4):e0248680. doi: 10.1371/journal.pone.0248680
**Supplement:** S3 Table — Enrichment by Pathway maps using MetacoretTM software using the 374 differentially expressed genes after restriction. FDR: false Discovery Rate.

**S3 Table: TOP 20 of the pathways affected by restriction in mammary gland of mid-lactation cows.** Enrichment by Pathway maps using Metacoret^TM^ software using the 374 differentially expressed genes after restriction. FDR: false Discovery Rate

| **Pathway maps** | **Total** | **pValue** | **FDR** | **In data** |
| --- | --- | --- | --- | --- |
| [Ubiquinone metabolism](http://portal.genego.com/cgi/imagemap.cgi?id=884) | 74 | 3,830E-21 | 3,792E-18 | 22 |
| [Immune response_Lectin induced complement pathway](http://portal.genego.com/cgi/imagemap.cgi?id=665) | 50 | 3,257E-06 | 1,269E-03 | 8 |
| [Immune response_Classical complement pathway](http://portal.genego.com/cgi/imagemap.cgi?id=477) | 53 | 5,127E-06 | 1,269E-03 | 8 |
| [Immune response_Alternative complement pathway](http://portal.genego.com/cgi/imagemap.cgi?id=476) | 53 | 5,127E-06 | 1,269E-03 | 8 |
| [SCAP/SREBP Transcriptional Control of Cholesterol and FA Biosynthesis](http://portal.genego.com/cgi/imagemap.cgi?id=2782) | 45 | 1,653E-05 | 3,244E-03 | 7 |
| [Cholesterol Biosynthesis](http://portal.genego.com/cgi/imagemap.cgi?id=835) | 103 | 1,966E-05 | 3,244E-03 | 10 |
| [Alternative complement cascade disruption in age-related macular degeneration](http://portal.genego.com/cgi/imagemap.cgi?id=7234) | 31 | 2,347E-04 | 3,319E-02 | 5 |
| [G protein-coupled receptors signaling in lung cancer](http://portal.genego.com/cgi/imagemap.cgi?id=6201) | 76 | 4,913E-04 | 6,080E-02 | 7 |
| [MAPK-mediated proliferation of normal and asthmatic smooth muscle cells](http://portal.genego.com/cgi/imagemap.cgi?id=5301) | 56 | 5,541E-04 | 6,095E-02 | 6 |
| [Complement pathway disruption in thrombotic microangiopathy](http://portal.genego.com/cgi/imagemap.cgi?id=6612) | 39 | 7,055E-04 | 6,985E-02 | 5 |
| [Retinal ganglion cell damage in glaucoma](http://portal.genego.com/cgi/imagemap.cgi?id=7233) | 45 | 1,369E-03 | 1,129E-01 | 5 |
| [Signal transduction_Angiotensin II/ AGTR1 signaling via JAK/STAT](http://portal.genego.com/cgi/imagemap.cgi?id=439) | 45 | 1,369E-03 | 1,129E-01 | 5 |
| [Regulation of lipid metabolism_PPAR regulation of lipid metabolism](http://portal.genego.com/cgi/imagemap.cgi?id=632) | 47 | 1,668E-03 | 1,270E-01 | 5 |
| [Development_EDNRB signaling](http://portal.genego.com/cgi/imagemap.cgi?id=2273) | 50 | 2,204E-03 | 1,558E-01 | 5 |
| [Stem cells_Role of Ceramide 1-phosphate, Sphingosine 1-phosphate and Complement cascade in hematopoietic stem cell homing](http://portal.genego.com/cgi/imagemap.cgi?id=6423) | 32 | 2,704E-03 | 1,785E-01 | 4 |
| [Chemotaxis_CCL19- and CCL21-mediated chemotaxis](http://portal.genego.com/cgi/imagemap.cgi?id=7043) | 33 | 3,033E-03 | 1,877E-01 | 4 |
| [Regulation of Beta-catenin activity in colorectal cancer](http://portal.genego.com/cgi/imagemap.cgi?id=6458) | 56 | 3,634E-03 | 2,116E-01 | 5 |
| [Propionate metabolism p.1](http://portal.genego.com/cgi/imagemap.cgi?id=823) | 36 | 4,182E-03 | 2,300E-01 | 4 |
| [A shift from oxidative to glycolytic muscle fiber phenotype in quadriceps muscles in COPD](http://portal.genego.com/cgi/imagemap.cgi?id=6673) | 60 | 4,897E-03 | 2,309E-01 | 5 |
| [Neutrophil resistance to apoptosis in COPD and proresolving impact of lipid mediators](http://portal.genego.com/cgi/imagemap.cgi?id=6494) | 60 | 4,897E-03 | 2,309E-01 | 5 |

# Supplementary material for: Nutrigenomic analyses reveal miRNAs and mRNAs affected by feed restriction in the mammary gland of midlactation dairy cows
**Source:** PLoS One. 2021 Apr 15;16(4):e0248680. doi: 10.1371/journal.pone.0248680
**Supplement:** S4 Table

**S4 Table**: **Biological processes predicted to be regulated by Prox1** identified by bioinformatics analyses of the 59 genes differentially expressed and predicted to be targeted by the 8 major differentially expressed miRNAs highlighted the regulation of endothelial cell proliferation containing 38 biological processes among which 19 were predicted to be regulated by Prox1.

| ***Description*** | ***log10pvalue*** | ***Gene symbol*** | ***with Prox1*** |
| --- | --- | --- | --- |
| Positive regulation of endothelial cell proliferation | -300 | **APLNR; PROX1; HMGB1** | X |
| Positive regulation of vascular endothelial cell proliferation | -1,5229 | HMGB1 |  |
| Positive regulation of cell development | -300 | MYOD1; **PROX1** | X |
| Coronary vasculature development | -1,699 | APLNR |  |
| Apoptotic DNA fragmentation | -1,301 | HMGB1 |  |
| T-helper cell differentiation | -1,5229 | HMGB1 |  |
| Cardiocyte differentiation | -1,3979 | **PROX1** | X |
| Regulation of RNA polymerase II transcriptional preinitiation complex assembly | -1,5229 | HMGB1 |  |
| Regulation of dendritic cell differentiation | -1,699 | HMGB1 |  |
| Negative regulation of dendrite morphogenesis | -1,699 | EFNA1 |  |
| Aorta morphogenesis | -1,301 | **PROX1** | X |
| Lens fiber cell development | -1,699 | **PROX1** | X |
| Nose development | -1,5229 | **PROX1** | X |
| Regulation of neural precursor cell proliferation | -1,3979 | **PROX1** | X |
| Cell morphogenesis involved in differentiation | -2 | EFNA1; **PROX1** | X |
| Cell differentiation in hindbrain | -1,3979 | **PROX1** | X |
| Muscle cell fate commitment | -1,5229 | MYOD1 |  |
| Central nervous system projection neuron axonogenesis | -1,5229 | PAFAH1B1 |  |
| Positive regulation of supramolecular fiber organization | -1,5229 | KATNB1; **PROX1** | X |
| Vasculogenesis | -300 | APLNR; ADM |  |
| Venous blood vessel morphogenesis | -1,699 | **PROX1** | X |
| Cardiac atrium morphogenesis | -1,301 | **PROX1** | X |
| Pancreas development | -1,3979 | **PROX1** | X |
| Neural tube development | -1,301 | **PROX1** | X |
| Brain morphogenesis | -1,5229 | PAFAH1B1 |  |
| Embryo development ending in birth or egg hatching | -1,301 | FOXI1 |  |
| Regulation of transcription involved in cell fate commitment | -1,699 | **PROX1** | X |
| Positive regulation of metabolic process | -1,301 | ACACA |  |
| Myeloid dendritic cell activation | -1,3979 | HMGB1 |  |
| Venous blood vessel development | -1,699 | **PROX1** | X |
| Lymphatic endothelial cell differentiation | -1,699 | **PROX1** | X |
| Negative regulation of transcription from RNA polymerase II promoter | -1,5229 | EFNA1; HSBP1; ZNF281; **PROX1**; HMGB1 | X |
| Mitral valve development | -1,699 | EFNA1 |  |
| Positive regulation of muscle cell differentiation | -300 | MYOD1; BOC |  |
| Brain development | -2 | EPHA7; **PROX1**; PAFAH1B1 | X |
| Positive regulation of protein depolymerization | -1,3979 | KATNB1 |  |
| Positive regulation of macrophage derived foam cell differentiation | -1,301 | LPL |  |
| Positive regulation of blood vessel endothelial cell proliferation involved in sprouting angiogenesis | -1,699 | APLNR |  |

How the deposited data were processed for this re-analysis (not part of the article)

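Small RNA libraries of mammary gland biopsies from 5 HOLS and 6 MONT cows, each sampled before (CONT, day 0) and after feed restriction (REST, day 6), were analysed from the processed tables deposited by the authors. The labels list a further HOLS cow, which has no column in the deposited tables and was not analysed. The paper gives the restriction as 50% of the net energy requirement and the deposited labels give 60%.

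The authors sequenced TruSeq small RNA libraries, removed adapters and reads with undetected bases, kept reads by size, quantified and annotated them with the ncPRO-seq pipeline, and used miRDeep2 for alignment to the bovine genome and miRBase and for the identification of miRNAs. The deposited counts are whole numbers without normalization. The authors' normalized counts, a signal per library, are the counts divided by a DESeq2 size factor estimated within each breed. The deposited tables also hold the authors' log2 fold change, given as CONT over REST, and the authors' p-value with its Benjamini-Hochberg adjustment. The authors' handling of reads shared by near-identical miRNAs is not described in the paper's text. In HOLS 76 of the 754 detected miRNAs had the same counts as another one in every library, and 12 of these were among the miRNAs tested. In MONT these numbers were 98 and 14.

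Normalized counts were recalculated with DESeq2's size factors and were used for means, SD and the change of each cow, the last on the log2 scale with a pseudocount of 1. Differences between REST and CONT were tested on the counts within each breed with edgeR 4.0.16 (R 4.3.3): TMM normalization, the filterByExpr filter with its minimum count of 10, the quasi-likelihood F test of the period and Benjamini-Hochberg adjustment, with a threshold of 0.05. The difference between the breeds was tested as the interaction of breed and period over all 22 libraries. Lists of miRNAs were tested with the fry rotation test of limma 3.58.1 on the edgeR dispersions, in the direction given by Table 3 for the list of 27 and as a common direction for 5 lists of markers of cell types and for the cluster that holds miR-299, miR-379 and miR-495. Fry is a rotation test and neither exact nor a permutation test, so the change per cow is given beside it. P-values of the marker lists were adjusted over the 5 lists within a breed. Single miRNAs were compared between the periods with a two-sided exact permutation test of the normalized counts, which takes the libraries as unpaired, and with 5 cows an exact paired test cannot go below 0.0625.

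The libraries of a number come from the same cow, as the labels state. Deviations of the CONT and REST libraries of a cow from the means of their periods correlated across miRNAs with r from 0.25 to 0.53 in the 5 HOLS cows and with 0.44, 0.75, 0.65, 0.07 and 0.60 in 5 MONT cows, and with -0.33 in cow 9615. The paper's methods name no block, so the fit without it was kept as the main one. The fit with the cow as a block is given where it changes a call. In HOLS, the authors' log2 fold changes of the Table 3 miRNAs equalled those of DESeq2 without a block, with the sign reversed. For miR-143 they were -0.444408 and 0.444408. DESeq2 with the block gave other values. The paper's 27 miRNAs therefore come from a fit that does not pair the libraries of a cow. With the block, edgeR's biological coefficient of variation fell from 0.227 to 0.146 in HOLS and from 0.362 to 0.294 in MONT.

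The total counts per library lay between 6087865 and 18913916. Of the miRNAs listed, 380 detected in HOLS and 410 in MONT did not pass the filter and were not tested in the main fit. Without a filter, edgeR tested 754 miRNAs in HOLS and 759 in MONT. Of these, 5 and 0 passed the threshold, and the 5 were among those past it in the main fit. The steps were tested on simulated data. On counts with the means, dispersions and totals of these libraries and 200 miRNAs changed by 1 on the log2 scale, the fit without a block called 78.3% of the 106 changed miRNAs that passed the filter in HOLS, 50.5% of 91 in MONT and 8.85% of 113 for the interaction. With the cow as a block it called 93.4%, 56.0% and 42.5%. The simulated counts also held a cow effect whose size was chosen and not estimated from these libraries. The gain from the block depends on that size. The upregulated miRNAs of Table 3 changed by 0.32 to 0.55 in HOLS, so these shares do not describe changes of that size. No miRNA was called by edgeR in the HOLS and MONT sets simulated without any change, and no such set was simulated for the interaction. Among the calls with the block in sets with changes, 2.94% in HOLS and 4% for the interaction were miRNAs left unchanged. Each share comes from a single simulated set. A first set was simulated with a larger change, and an earlier draw at the same change gave other shares, which differed in MONT with the block.

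The design, the alternatives, the lists and the rule for naming miRNAs were fixed before the data were examined. The rule names the miRNAs of Table 3 and those the paper names as its own result, the 5 highest and 5 lowest fold changes among miRNAs past the threshold with the same sign in every cow, and the 5 most abundant miRNAs of each breed. The alternatives were DESeq2 1.42.0, limma-voom, the cow as a block, DESeq2 size factors, library size only and upper quartile in place of TMM, no filter or a mean of at least 10, robust dispersions, a threshold of 0.10, library sizes without miR-143 and each cow left out in turn. A few alternatives were added later and are named as such. Random draws used fixed seeds, with 100 draws of other splits and 20 draws of thinned libraries.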

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

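The test of library scaling in this part was chosen after the values were seen.

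Groups of 5 or 6 values were tested for the miRNAs named here, the library totals and the changes of the lists per cow. Of 144 groups, 7 held a value set apart from the others by more than Dixon's critical ratio, all of them groups of miRNAs. In independent groups, chance alone gives about 7.2. In HOLS, miR-669 in the CONT library of cow 1155 had 816 normalized counts against 642 to 680.2 in the other cows, and miR-148a in the REST library of cow 1165 had 1247254 against 1124370 to 1159551. In MONT CONT, cow 2614 had 104902 for miR-181a against 188174 to 231729, 86.3 for miR-29d-5p against 43.6 to 53.6, 143 for miR-500 against 66.2 to 93.7, and 882 for miR-669 against 290 to 457. Cow 9615 had 1238333 for miR-26a in MONT CONT against 466209 to 584604.

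Size factors as the source were tested on counts divided by the total of the library, a prediction written before the outcome. The values of miR-26a, miR-29d-5p, miR-500 and the MONT value of miR-669, 4 of 7, still stood apart, and those of miR-669 in HOLS, miR-148a and miR-181a did not. Counts of miR-26a and miR-148a kept a nearly fixed ratio to those of miR-26c and miR-148d in all libraries. No biological explanation was tested, and the number of such values is what chance alone gives.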

How the results depend on the processing

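The tests in this part that were chosen only after the results were seen are limma-voom with the cow as a block, MONT with the block and without cow 9615, the marker lists and the cluster without each cow, and the marker lists without miRNAs of Table 3.

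In HOLS, the number of miRNAs past the threshold was 9 (0 higher in REST), and 9 of the 27 in Table 3. It was 26 (6 higher) at an adjusted p of 0.10, 26 (7 higher) with DESeq2, 61 (30 higher) with the cow as a replicate block, 71 (41 higher) with DESeq2 and the block, 20 (0 higher) with library size only, 17 (2 higher) with limma-voom, 69 (33 higher) with limma-voom and the block, and 5 without a filter. Of Table 3, these settings called 23, 26, 27, 26, 19, 16, 27 and 5, in the same order. Each of these settings included the 9, except that 5 of the 9 remained without a filter, where more miRNAs are tested. Without each HOLS cow in turn, from 3 to 14 miRNAs passed, and from 3 to 11 of Table 3: 3 without cow 1155 or 1165, 4 without cow 2182 or 8200, and 14 without cow 9195. Fits without a cow have fewer libraries. Library size only shifted the median log2 fold change of all miRNAs in HOLS by -0.17 against TMM, so that its counts of falls hold that shift. DESeq2 size factors, upper quartile, a mean of at least 10, robust dispersions and library sizes without miR-143 gave from 9 to 11. No miRNA of Table 3 reversed in either breed in those of these settings that tested it.

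In MONT the count was 0, with 47 at an unadjusted p under 0.05, and 0 in every planned setting except without cow 9615, where 46 passed. Across the 6 fits that each left out a cow, counts ranged from 0 to 46. With the block and without cow 9615 the count was 140. The block alone gave 0, with 52 at an unadjusted p under 0.05. The interaction stayed at 0 in every setting, with a smallest adjusted p of 0.391 without cow 9615. The list of Table 3 in MONT kept its direction with p from 0.00251 without cow 9615 to 0.0289 without cow 1613 (block 0.0139, camera 0.0228).

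Among the 5 marker lists, 2 passed in HOLS: 4 with the replicate block, 1 with DESeq2 size factors, 1 without the miRNAs of Table 3 (endothelium, adjusted p 0.0487; epithelium 0.161) and 0 with camera, where the smallest unadjusted p was 0.0597 for endothelium. Without each HOLS cow the number was from 0 to 2: 0 without cow 1155 or 1165 and 1 without cow 8200. The red blood cell list, which did not pass, reversed its direction without cow 8200 (limma's fry, adjusted p = 0.670) and without cow 9195 (adjusted p = 0.972), and its adjusted p ranged from 0.276 to 0.972 over the cows left out. In MONT 0 lists passed, and from 0 to 2 without each cow, 2 of them without cow 9615. The cluster list had p from 0.227 to 0.963, and its setting with a mean of at least 10 removed no tested member, so it says nothing. Besides these, results for single miRNAs became stronger 92 times and weaker 26 times in HOLS, and stronger 28 times in MONT. Single marker lists became stronger 4 times and weaker 9 times.

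The correlation of HOLS means was 0.990 with a pseudocount of 0.1. Detection fell to 445 and 405 miRNAs in HOLS and MONT with at least 1 count in every library, and to 312 and 285 with at least 10. The alternative with all 6 HOLS cows was not run, because the deposited table holds no column for the remaining cow.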

Differences from the paper's values

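For the number of miRNAs changed by feed restriction in HOLS, the paper's value is 27 and the value obtained here with edgeR was 9. The alternatives set before the data were examined that came within 1.5 times of the paper's value were DESeq2 (26), a threshold of 0.10 (26) and library size only (20). The replicate block (61), DESeq2 with the block (71), DESeq2 size factors in edgeR (10), upper quartile (11), no filter (5), a mean of at least 10 (9), robust dispersions (9), limma-voom (17), library sizes without miR-143 (9) and each fit without a HOLS cow (from 3 to 14) did not. Limma-voom with the block, chosen after seeing the values, gave 69. The fits with the block in edgeR and limma-voom called all 27 of Table 3.

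For miRNAs increased, the paper's value is 8 and the value here was 0, and DESeq2 (7) and the threshold of 0.10 (6) came within 1.5 times of it. For miRNAs decreased, the paper's value is 19 and the value here was 9, and DESeq2 (19), library size only (20), the threshold of 0.10 (20) and limma-voom (15) came within 1.5 times, while the remaining alternatives did not. DESeq2 called 26 of the 27 here. For the other one, miR-379, its adjusted p was 0.0527, which is the paper's value of 0.053 in Table 3. The authors' deposited adjusted p of miR-379 is rounded to 0.05. The lists differ only in this miRNA, which meets the threshold of at most 0.05 as rounded and not before. Without a block, limma-voom called 16 of the 27 and library size only 19.

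The paper's text names miR-26b ahead of miR-181a in abundance and places both directly after the most expressed miRNA. Its Table 3 gives miR-181a more reads than miR-26b, with the same means as here. Here miR-181a averaged 234091 normalized counts over the HOLS libraries, more than the 117648 of miR-26b, and their ranks among all miRNAs were 13 and 18, with miR-30a-5p next to miR-143. The paper gives 17 predicted and 737 known miRNAs for HOLS, and the deposited table gave 16 and 738.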

Other observations

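The tests chosen only after the result was seen were the other splits for MONT and the interaction, the exchange of libraries for the list of Table 3 in MONT, the share of epithelium, the marker lists without miRNAs of Table 3, the tests with a score of cell mix in HOLS and across the MONT cows, the exchange and the cell mix of cow 9615, the abundance within the cluster, the shared reads, and the counts above the clean reads.

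Of 100 splits of the 10 HOLS libraries into groups of 5, the real one and others drawn from 126, 2 gave 9 or more miRNAs past the threshold, one of them the real one. Of the 16 splits that part every pair of libraries of a cow, only the real one did. With the cow as a block, 1 of 16 assignments gave as many as 61, the real one, and the other 15 gave 0, a design in which the share cannot fall under 0.05. For MONT, where 0 miRNAs passed (47 at an unadjusted p under 0.05), 100 of 100 splits and 32 of 32 assignments with the block gave at least as many, as any count must. The largest count in the other splits was 95, and the assignment that exchanges the libraries of cow 9615 gave 153 with the block. For the interaction, with 0 (3 at an unadjusted p under 0.05), 100 of 100 splits gave at least as many.

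The median totals of REST were above those of CONT in both breeds. When every HOLS library was thinned to the smallest total of 7431936, a median of 7 of the 9 miRNAs stayed past the threshold, with a range from 5 to 9 over 20 draws, which argues against depth as the whole cause. When HOLS libraries were thinned to MONT totals, the median was 10 (62.5 with the block and 25 with DESeq2), which argues against lower depth as the reason for 9 miRNAs in HOLS against 0 in MONT.

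A shift in the mix of cells in the biopsy may contribute in HOLS. It was tested with the difference between the stroma and epithelium lists as a score in the fit, in 4 forms. Without the block, 6 of the 9 stayed past the threshold when miRNAs of Table 3 were left out of the score and 4 when they were kept in it. With the cow as a block, 0 of the 9 stayed in either form, with 45 or 28 miRNAs at an unadjusted p under 0.05, but 3 residual degrees of freedom remain there. For miR-299, miR-299-2, miR-495 and miR-193a-3p the log2 fold change was at least as far from 0 in all 4 forms as without the score, the adjusted p from edgeR was at most 0.0114 in both forms without the block, and the unadjusted p was at most 0.0108 in all 4. This argues against a shift between stroma and epithelium as the whole cause for these 4, and not against a part of it or against other cells. Of the other 5, let-7a-3p also kept a log2 fold change at least as far from 0 in all 4 forms, with an unadjusted p of at most 0.0484, but its adjusted p without the block was 0.0509 and 0.0805. The highest unadjusted p among the 5 was 0.267, for chr10_11366 with the block and miRNAs of Table 3 kept in the score. With the block and those miRNAs left out, it was 0.146. In the form that gave 0.267, miR-671 (0.0926) and chr7_8584 (0.0610) were also above 0.05. The score moves with the period in HOLS, so a loss decides nothing, and for these 5 the mix of cells cannot be told apart from the restriction. All 9 had at first been left open because of the 0 with the block, and the criterion for the 4 was set after the 4 forms had been seen, on miRNAs chosen in the same libraries.

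Among the marker lists in HOLS, epithelium fell by 0.17 ± 0.14 (adjusted p = 0.0113 from limma's fry, and 0.161 without miR-200b and miR-200c, so that its fall rests on these members of Table 3) and endothelium rose by 0.36 ± 0.14 (0.0113, 5 of 5 cows). Stroma and smooth muscle rose by 0.25 ± 0.13 (0.105, and 0.0291 with the cow as a block, 5 of 5 cows), leukocytes rose by 0.33 ± 0.21 (0.146, and 0.0130 with the block, 5 of 5 cows) and red blood cells changed by -0.09 ± 0.21 (0.943). In MONT the adjusted p were 0.289, 0.115, 0.115, 0.587 and 0.420 in the order epithelium, endothelium, stroma, leukocytes, red blood cells. Of their tested members, 2 of 10, 1 of 5, 1 of 10, 1 of 9 and 0 of 4 are in Table 3. The most abundant was miR-143 in stroma (2706260 normalized counts over HOLS libraries), miR-10b in endothelium (1242117), miR-141 in epithelium (397587) and miR-21-5p in leukocytes (315733). Of 100 splits, 4 gave 2 or more lists past the threshold. A lower share of epithelium alone would raise all other lists alike, but the endothelium and red blood cell lists differed by 0.45 on the log2 scale (SD 0.19, 5 of 5 cows). This was the largest difference among these lists. The differences were -0.08 (SD 0.30) for stroma minus leukocytes, -0.12 (SD 0.11) for stroma minus endothelium and -0.03 (SD 0.25) for leukocytes minus endothelium. The test therefore rests on the red blood cell list, which reversed without cow 8200 or cow 9195. It leaves a lower share of epithelium open for the rise of the others. Without cow 1155 or cow 1165 the number of lists past the threshold was 0, and without cow 8200 it was 1, so these lists are a hypothesis.

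For the list of Table 3 in MONT, 2 of 32 assignments of the libraries of each cow gave as large a mean change, the real one and the one that exchanges cow 9615, a share of 0.0625, and this test was chosen after the means of the cows were seen, so chance stays open by this test, whereas 1 of 100 library splits gave as small a fry p. The mean change of 0.62 lay at percentile 100 of 10000 lists matched on expression and direction, whose upper limit for the central 95% was 0.15, which argues against a trend with abundance. After thinning every MONT library to the smallest total, the median p was 0.00583 and the highest 0.00762, which argues against depth. With the score in the fit, p was 0.0411 (0.00203 with the block) for the 24 miRNAs outside the lists, and 0.0262 (7.4e-04 with the block) with miRNAs of Table 3 left out of the score. The first of these lies close to the threshold, and the criterion for the reading was set after it was seen. It argues against the cell mix as the whole cause and not as a part of it.

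Across the 6 MONT cows, the change of the score and of the list outside its miRNAs correlated with Pearson r = 0.940 (exact permutation p = 0.0194) and Spearman rho = 0.83 (exact permutation p = 0.0583), the only pair of measures so tested. Without cows 9615 and 2614, which lie farthest out, r was 0.404. The score changes of the remaining cows span a narrow range, from 0.52 to 1.09. The lower r therefore cannot decide whether the relation rests on the cows left out. The relation was first read as a fit to the cell mix, and the stricter reading was adopted after this r was seen. A mix of cells may account for part of the change, and this stays open.

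Without cow 9615, MONT gave 46 miRNAs, 45 of them with the same direction in HOLS. In this cow the list of Table 3 changed by -0.0425, against 0.46 to 1.15 in the other 5 cows, and r across miRNAs with their mean change was -0.67. An exchange of its labels would need the list to move the opposite way by as much, and miR-299, miR-299-2 and miR-495 fell by 1.29, 1.11 and 1.43 in it, in the direction of the other cows. Exchanged labels gave 78 miRNAs without and 153 with the block. The score fell in this cow and rose in the other 5, yet with the score in the fit the count in all 6 cows was 0 (20 at an unadjusted p under 0.05), so different cells in its biopsies stay open. After thinning, the count without cow 9615 had a median of 43, with a range from 35 to 54, which argues against depth. The exchange of labels and the mix of cells cannot be told apart from the cow's own response, and 1 cow decides nothing.

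In the cluster with miR-379, miR-299, miR-299-2 and miR-495 fell in HOLS, while 24 of the other 30 tested members rose under TMM and 11 under library size only, with medians of 0.13 and -0.04, so the direction of the others depends on the scaling. Other members of similar abundance had a lowest log2 fold change of -0.29 and a median of 0.08, which is -0.08 under library size only. The next member below that range of abundance, miR-370 with a mean of 22.2 normalized counts, fell by 0.70 (standard error 0.44), the lowest value among the other 30, and less than any of the 3. The lowest value replaced the median as the deciding number after the median was seen. Thinning kept 3 of 3 past the threshold in each draw. Both argue against abundance and depth as the whole cause. The members of the cluster went in both directions, and limma's fry rotation test, which is not a permutation test, gave p = 0.949 for a common one. The cause of the fall was not found, and a biological one, such as the feed restriction, is a hypothesis.

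Counts of miR-299 and miR-299-2 differed by less than counting noise allows for separate counts, with a statistic of 1.47 against an expected 22, so the reads may be counted on both. The mean totals exceeded the paper's clean reads in all 4 groups, by 3.68% to 6.96%. Counts of 6 abundant miRNAs in a fixed ratio to a more abundant one came to at least 1.89 times the excess, so that reads counted on more than 1 miRNA may explain it.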
